# Ginsenoside compound K reduces neuronal damage and improves neuronal synaptic dysfunction by targeting Aβ

**DOI:** 10.3389/fphar.2023.1103012

**Published:** 2023-02-16

**Authors:** Na Li, Qihang Pang, Yanhong Zhang, Jianan Lin, Hui Li, Zhen Li, Yaxin Liu, Xingyu Fang, Yu An, Haonan Bai, Dianyu Li, Zhanhong Cao, Jian Liu, Qing Yang, Shaodan Hu

**Keywords:** ginsenoside compound k, amyloid β, neuronal damage, synaptic function, Alzheimer’s disease

## Abstract

**Background:** Alzheimer’s disease (AD) is the most common neurodegenerative condition worldwide, with amyloid *ß* (Aβ) fibrils presenting as its main pathological feature. This study investigated whether Ginsenoside Compound K (CK) has activity against Aβ and its mechanism in reducing synaptic damage and cognitive impairment.

**Methods:** The binding capacity of CK to Aβ42 and Nrf2/Keap1 was determined using molecular docking. Transmission electron microscopy was used to monitor CK-mediated degradation of Aβ fibrils. The effect of CK on the survival of Aβ42-damaged HT22 cells was determined using a CCK-8 assay. The therapeutic efficacy of CK in a scopoletin hydrobromide (SCOP) induced cognitive dysfunction mouse model was measured using a step-down passive avoidance test. GO enrichment analysis of mouse brain tissue was peformed using Genechip. Hydroxyl radical scavenging and reactive oxygen species assays were performed to verify the antioxidant activity of CK. The effects of CK on the expression of Aβ42, the Nrf2/Keap1 signaling pathway, and other proteins were determined by western blotting, immunofluorescence, and immunohistochemistry.

**Results:** Molecular docking results showed that CK interacts with Lys16 and Glu3 of Aβ42. CK reduced the aggregation of Aβ42 as observed using transmission electron microscopy. CK increased the level of insulin-degrading enzyme and decreased the levels *ß*-secretase and γ-secretase; therefore, it can potentially inhibit the accumulation of Aβ in neuronal extracellular space *in vivo*. CK improved cognitive impairment and increased postsynaptic density protein 95 and synaptophysin expression levels in mice with SCOP-induced cognitive dysfunction. Further, CK inhibited the expression of cytochrome C, Caspase-3, and cleaved Caspase-3. Based on Genechip data, CK was found to regulate molecular functions such as oxygen binding, peroxidase activity, hemoglobin binding, and oxidoreductase activity, thus affecting the production of oxidative free radicals in neurons. Further, CK regulated the expression of the Nrf2/Keap1 signaling pathway through its interaction with the Nrf2/Keap1 complex.

**Conclusion:** Our findings show that CK regulates the balance between Aβ monomers production and clearance, CK binds to Aβ monomer to inhibits the accumulation of Aβ, increases the level of Nrf2 in neuronal nuclei, reduces oxidative damage of neurons, improves synaptic function, thus ultimately protecting neurons.

## 1 Introduction

Alzheimer’s disease (AD) is a neurodegenerative disease and is the most common form of dementia (West and Bhugra, 2015). Cognitive dysfunction is a pre-AD manifestation, followed by progressive deterioration in behavior and mood (Garcia-Ptacek et al., 2016). The main pathological manifestations of AD are senile plaques and neurofibrillary tangles (Inestrosa et al., 2011). The senile plaque is mainly formed by the massive accumulation of *ß*-amyloid (Aβ) in the hippocampus. Aβ was formed by *ß*-amyloid precursor protein (APP) shearing by secretase, secretase mainly includes α-secretase (Lichtenthaler, 2012), *ß*-secretase (BACE1) (Spoelgen et al., 2006) and γ-secretase (PS1) (Takahashi et al., 2008). APP is cleaved by BACE1 and PS1 to form neurotoxic Aβ (Tyan et al., 2012), formation of Aβ fibres and oligomers in extraneuronal and neuronal space, produce neurotoxicity and leading to neuronal synaptic damage (Sadigh-Eteghad et al., 2015).

Ginseng is a traditional Chinese medicine that contains multiple active ingredients, including Ginsenoside (Mancuso and Santangelo, 2017). Ginsenosides are divided into two subtypes, *viz*. Protopanaxadiol (PPD) and protopanaxatriol (PPT) (Smith et al., 2014). PPD compounds possess various biological properties and have neuroprotective effects (Lu et al., 2018), but not easily absorbed by the body (Kim and Kim, 2018). Ginsenoside Compound K (CK) was the main metabolite of ginsenosides *in vivo* (Lee et al., 2013), and is obtained following the metabolism of ginsenoside by the intestinal flora (Yang et al., 2015). CK has good pharmacological activity; it was reported to inhibit neuronal damage associated with Aβ and improve learning memory in mice through its antioxidative properties (Oh and Kim, 2016).

Nevertheless, to date, the mechanism behind how CK regulates the aggregation of Aβ and protects neurons is still unclear and needs elucidation. Therefore, in this study, we first investigated the ability of CK to regulate Aβ aggregation *in vitro* and *in vivo*. Then screened the protective pathway of CK on neurons by sequencing the brain tissue from SCOP-induced memory-impaired mice, and further validation the protective effect of CK using memory-impaired mice and Aβ-damaged HT22 cells.

## 2 Materials and methods

### 2.1 Transmission electron microscopy

CK (Chengdu Desite Biotech Co., Ltd., China, Purity: ≥90%) solution was dissolved in Aβ42 (Jill Biochemical (Shanghai) Co., Ltd., China, Purity: 95.20%) monomer solution to obtain final concentrations of 0 μM, 50 μM, 100 μM, and 200 μM, the final concentration of Aβ42 was 50 μM. Aβ42 monomer solution was incubated alone or with CK for 5 days at 37°C. The Aβ42 monomer and treated samples were dropwise to glow-discharged carbon-coated 300-mesh copper grids, were adsorbed for 10 min and blotted with filter paper, and air-dried. Images were examined with a JEM-1230 electron microscope operated at 80 keV.

### 2.2 Hydroxyl radical scavenging

Two hundred microliters (200 μL) of different concentrations of CK (1 mg/mL, 2 mg/mL, 4 mg/mL, 8 mg/mL) were mixed with 200 μL H_2_O_2_ (Xilong Chemical Co., Ltd., China) (6 mM) and 100 μL FeSO_4_ (Liaoning Quan Rui Reagent Co., Ltd., China) (6 mM), The mixture was stirred and mixed for 10 min. Next, the resultant mixture was added 200 μL salicylic acid (Beijing Yongding Chemical Factory, China) (6 mM) maintained at 37°C for 25 min. The absorbance of the resultant mixture was measured at 510 nm and the following equation was used to determine radical scavenging rate:

$$Scavenging\;rate=\left[1-\left(A_{1}-A_{2}\right)\;/\;A_{0}\right]\times 100\%.$$

A_1_ is the absorbance of CK mixed with the reaction solution. A_2_ is the absorbance measured with distilled water instead of H_2_O_2_. A_0_ is the absorbance of CK replaced by distilled water.

### 2.3 Molecular docking

The 3D structure SDF file of ginsenoside CK was first obtained from the PubChem database. File format conversion to PDB was peformed using Discovery Studio 2019 software. The protein structures of Aβ, Nrf2-Keap1, and the receptor protein were downloaded from the RCSB PBD database (https://www1.rcsb.org/). The https://swift.cmbi.umcn.nl/servers/html/prepdock.html website was used to manipulate receptor proteins, including correcting side chains and water molecules. The receptor protein and ligand drug molecules were de-watered and non-polar hydrogen atoms were added using AutoDock Tools 1.5.6 software to construct a docking site cavity. After docking was complete, the best docking conformation was selected for verification based on the principles of conformational rationality and low energy, and the docking results were visualised using PyMOL 2.2.0 software.

### 2.4 Mice and drug treatents

ICR mice (weighing 25–30 g) were purchased from Changchun Yisi Experimental Animal Co., Ltd. (China). SCOP was purchased from Shanghai Yuanye Biotechnology Co., Ltd. (China). Memantine Hydrochloride (MH) was purchased from Adamas Reagent Co., Ltd. (China). Mice were housed in a sterile environment with controlled room temperature at 22°C–25°C and allowed food and water. All experiments were approbed by the Changchun University of Chinese Medicine Animal Ethics Committee. Mice were randomly divided into three groups, with 10 mice in each group: Control group (0.9% Saline), SCOP group (SCOP 2 mg/kg), MH group (Memantine Hydrochloride, MH 3 mg/kg + SCOP 2 mg/kg), CK1 group (CK 20 mg/kg + SCOP 2 mg/kg), CK2 group (CK 40 mg/kg + SCOP 2 mg/kg). The Control group, MH group, CK group were administered saline (i.g), MH (i.g), CK (i.g) once daily for 14 consecutive days. Starting from the 7th day, except in the case of control group mice, SCOP was injected intraperitoneally, 30 min after treatment with the corresponding drug.

### 2.5 Novel object recognition

A three day NOR paradigm was used with an open field measuring 40 cm (w) × 40 cm (L) × 40 cm (h). On day 1, all mice were habituated to the empty opaque plastic chamber for 10 min. After 24 h of familiarization, mice were placed in the chamber with two identical objects and allowed to explore for 10 min. A testing trial occurred on day 5 and one object was replaced with a randomly chosen novel object, and the mice allowed to explore for 10 min. Object exploration was defined when the nose of the mice directed towards the object at a distance less than 2 cm and measured by the discrimination index which indicates the difference of time spent between a novel (TN) and familiar object (TF). It was calculated using the total amount of time spent with both objects in the test phase [Discrimination Index = TF/(TN + TF)].

### 2.6 Step-down passive avoidance test

The Step-Down Passive-Avoidance (SDPA) test was detected the learning and memory ability of mice by passively avoiding electrical stimulation. An insulated platform was placed in the reaction chamber where the bottom grid floor can be energized. During the training, the mice was subjected to an electric shock on the grid floor, and mice were eventually trained to stay on the platform. Retention tests were carried out 24 h after the traning session. Placed the mice on the platform and recorded the latency and number of errors within 5 min. After behavioral testing, the mice were anesthetized and sacrificed. The brain tissue was quickly removed and placed on ice, washed with PBS buffer solution, and some brain tissues were stored at −80°C for subsequent RNA extraction and microarray analysis, and some brain tissues were placed in 4% paraformaldehyde for subsequent immunohistochemistry.

### 2.7 Immunohistochemical

Mouse brain tissue is dehydrated and embedded in paraffin, paraffin sections of brain tissue were dewaxed and hydrated, and incubated in 3% H_2_O_2_ to eliminate endogenous peroxidase activity. Slides were washed in PBS and sections were incubated overnight for rabbit anti-beta Amyloid Antibody (BOSTER, China), rabbit anti-IDE (Proteintech, China), rabbit anti-BACE1 (Proteintech, China), APP (Cell Signaling Technology, United States ), rabbit anti-PS1 (Bioss, China) at 4°C. Sections were incubated with biotinylated goat anti-rabbit lg-G for 30 min at room temperature. Slices were incubated in DAB (ZSGB-Bio, China) stain for 5–8 min until a brown precipitate is produced. Image observation and analysis using ImageScope software.

### 2.8 RNA isolation and microarray analyses

Control group, SCOP group, and CK2 group of mice were sacrificed, and brains were isolated as described earlier. And total RNA was purified using Trizol as per manufacturer’s protocol. Evaluate RNA integrity was using the Agilent 2,100 Bioanalyzer with an RNA LabChip Kit (Agilent Technologies). cDNA was prepared from total RNA using a random priming method followed by fragmentation of double-stranded cDNA, labelling and hybridization onto the GeneChip WT Terminal Labeling and Controls Kit. Microarrays were scanned with the Affymetrix GeneChip Scanner 3,000 7G. Raw data using Affymetrix GeneChip Operating Software. The obtained data were screened, and the differentially expressed genes were analyzed by unsupervised hierarchical clustering and displayed as heatmap. The GO Enrichment Analysis method uses the differential gene to perform gene function annotation based on the GO database (http://www.geneontology.org). Obtain the molecular function of the gene, and then screen out the significant function of the gene. Calculate the significance level (*p*-value) and false positive rate (FDR) of each function using Fisher’s exact test and multiple comparison test. The standard of significant screening: *p*-value < 0.01.

### 2.9 Preparation of amyloid

Lyophilized Aβ42 was reconstituted in 100% 1,1,1,3,3,3 hexafluoro-2-propanol (HFIP) (Shanghai Macklin Biochemical Technology Co., Ltd., China) to make a 1 mM dispersion. The mixture was incubated at 25°C for 60 min, placed on ice for between 5 and 10 min, moved to a fume hood to evaporate the HFIP, and subsequently formation of an Aβ peptide film occurred after air-drying. The film was resuspended in 5 mM anhydrous DMSO, and PBS was added to dilute the mixture to a 1 mM concentration.

### 2.10 Cell culture and treatment

Mouse hippocampal HT22 cells were obtained from Shanghai Enzyme Research Biotechnology Co., Ltd. (Shanghai, China). Cultured in high glucose DMEM supplemented with 10% FBS at 37°C in a water-saturated atmosphere of 5% CO2 incubator (Thermo, United States). Cells were subcultured 3 times a week. All experiments were performed after the cells were attached for 24 h, Cells treated with different concentrations of CK (2.5, 5, 10 μM) for 24 h, In addition to Control, cells treated with 10 μM Aβ42 for 24 h.

### 2.11 Measurement of cell viability

Detection of cell viability using CCK-8 (Dojindo Molecular Technologies, INC., Japan) assay. HT22 cells were cultured in 96-well plates at 1 × 10^5^ cells/mL concentration. Treated cells were added 10 μL CCK-8 per well. Determination of absorbance at 450 nm using microplate reader (TECAN, Switzerland) and calculated cell viability.

### 2.12 Measurement of intracellular ROS

Treated cells were added DCFH-DA diluted in serum-free medium at a ratio of 1:1,000, Incubate at 37°C for 20 min, Observing the fluorescence expression of ROS under fluorescence microscope (Leica, Germany). Fluorescence intensity was measured by fluorescence microplate reader (TECAN, Switzerland) at 485 nm excitation and 525 nm emission.

### 2.13 Immunofluorescence assay

Treated cells were rinsed in PBS and permeabilized with 4% paraformaldehyde for 15 min. The cells were added 0.5% Triton X-100 at room temperature for 20 min after rinsing with PBS. The cells were incubated with primary antibody anti-rabbit Nrf2 (Proteintech, China) overnight at 4°C. After incubation, HT22 cells were rinsed three times with PBS and incubated with specific secondary antibody for 1 h at room temperature. The cells were incubated with DAPI for 5 min at room temperature to stain nucleus. Photographing and observing with a laser confocal microscope (Olympus, Japan).

### 2.14 Western blot analysis

Cell lysed protein were eletrophoretically separated on 15% SDS-PAGE and transferred to PVDF membranes (Millipore, United States). The membranes were incubated with 5% skim milk for 1 h to block non-specific binding protein, and reacted with primary antibody at 4°C overnight. Afterwards, the membranes were incubated with secondary antibody conjugated with goat anti-rabbit (Proteintech, China) or goat anti-mouse HPR (Proteintech, China) at room temperature for 2 h. The protein bands was detected using the ECL kit (Proteintech, China), and image was scanned using an imaging system (Aplegen, United States). Protein gray value was detected by ImageJ software, and then calculated the relative expression levels of proteins.

### 2.15 Statistical analyses

Data are presented as mean ± SE. All data were analyzed using the Prism 6 program (GraphPad Software, Inc.). Statistical significance was assessed using Student’s t-test. *p*-value< 0.05 was considered to be statistically significant

## 3 Results

### 3.1 Protective effect of compound K on Aβ-induced HT22 cells

Aβ-treated HT22 cells showed a significant decrease in cell viability (79.15 ± 4.02) %, and increased cell viability after CK treatment. However, 2.5 μM CK was insignificant in increasing cell viability of HT22 cells, with the cell survival rate gradually increasing with an increase in the CK dose (Figure 1).

**FIGURE 1:**
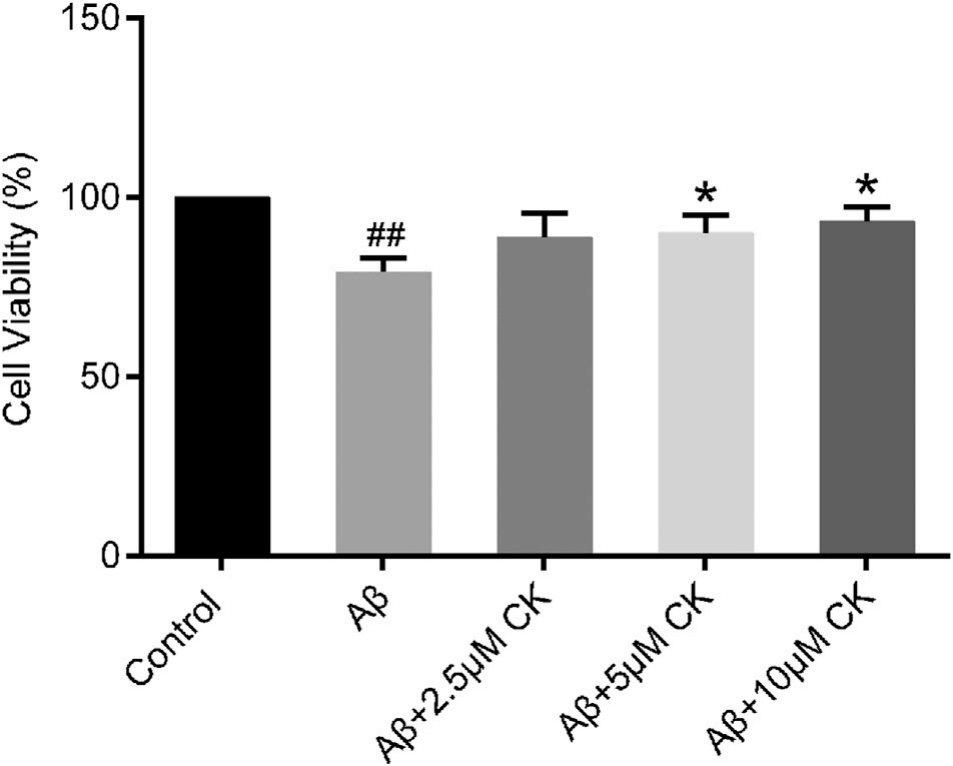
Effect of CK on Aβ-induced survival of HT22 cells. Data are presented as mean ± SE, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. Aβ. (*n* = 8).

### 3.2 Regulating effect of compound K on memory ability in mice

Mice with SCOP-induced cognitive dysfunction showed similar preference for familiar and novel objects, while mice treated with CK had significantly more exposure time to new objects than familiar objects and an increased recognition index (Figures 2A,B). The latency of mice was significantly decreased after intraperitoneal injection of SCOP, with an increased error number being observed. There was no significant increase in the latency after pre-administration of memantine hydrochloride; however, the number of errors was reduced in these mice. The latency increased after pre-administration of CK, and the number of errors also reduced (Figures 2C,D). These results indicate that CK can improve the memory of mice, with an improvement better than memantine hydrochloride being recorded.

**FIGURE 2:**
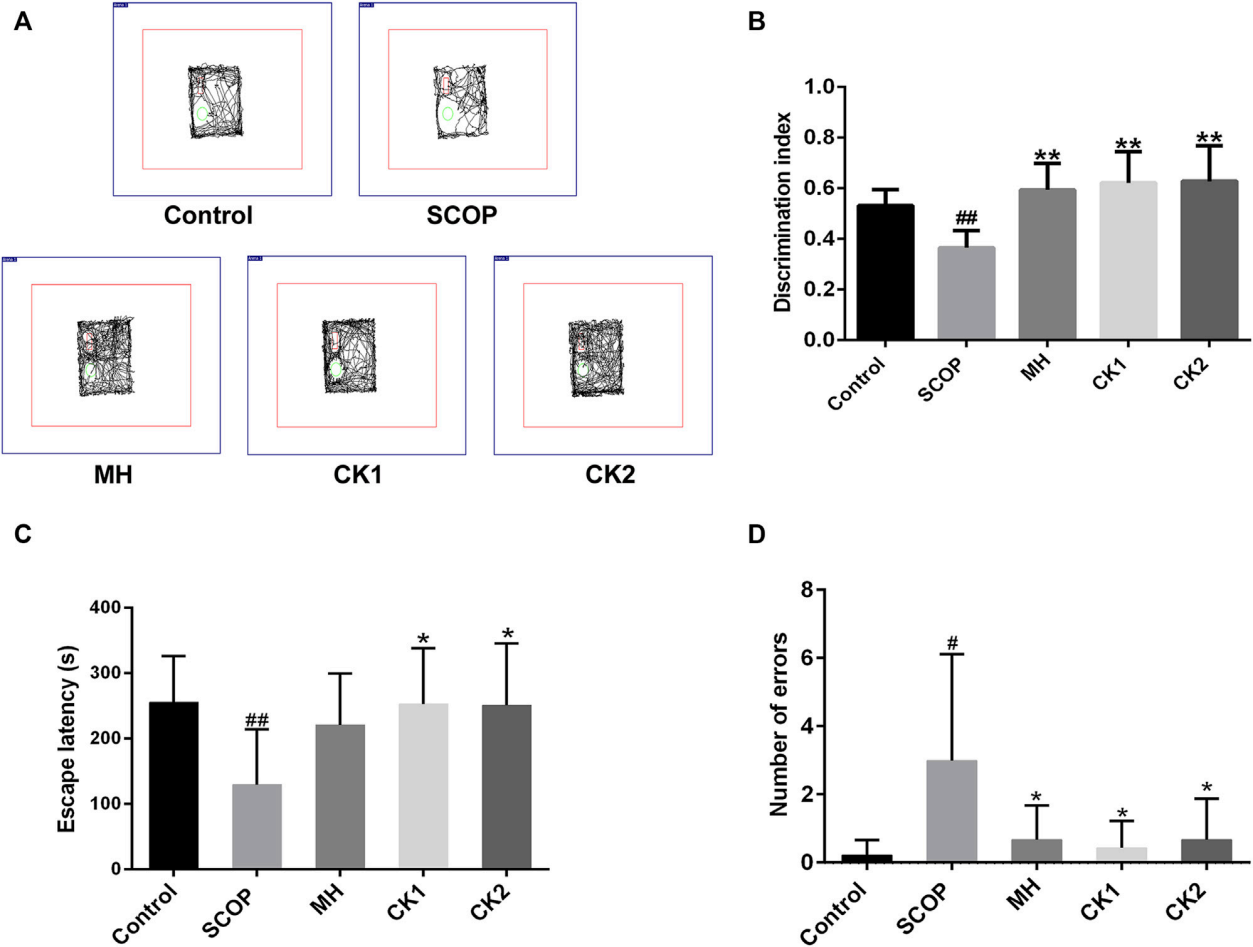
The ability of CK to regulate memory ability in mice injected with SCOP. **(A)** Representative traces of each group of mice during the testing phase. **(B)** Discrimination index of each group of mice. **(C)** Effect of CK on the latency of mice injected with SCOP. **(D)** Effect of CK on the number of errors in mice injected with SCOP. Data are presented as mean ± SE, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. SCOP. (*n* = 8).

### 3.3 Regulation of Aβ42 accumulations by compound K

Through molecular docking, ginsenoside CK was shown to bind to Aβ by interacting with Lys16 and Glu3 of Aβ42 (Figure 3A). Unincubated Aβ monomer showed no obvious structure (Figure 3B). Aβ produced more fibrous filaments and a small amount of cluster-like structures after incubation; 50 μm CK and Aβ co-incubation did not significantly reduce the formation of filaments and cluster structures. Non-etheless, fiberous filaments and cluster structures gradually decreased after co-incubation of 100 μM or 200 μM CK with Aβ. These findings indicate that CK can inhibit the formation of Aβ aggregates.

**FIGURE 3:**
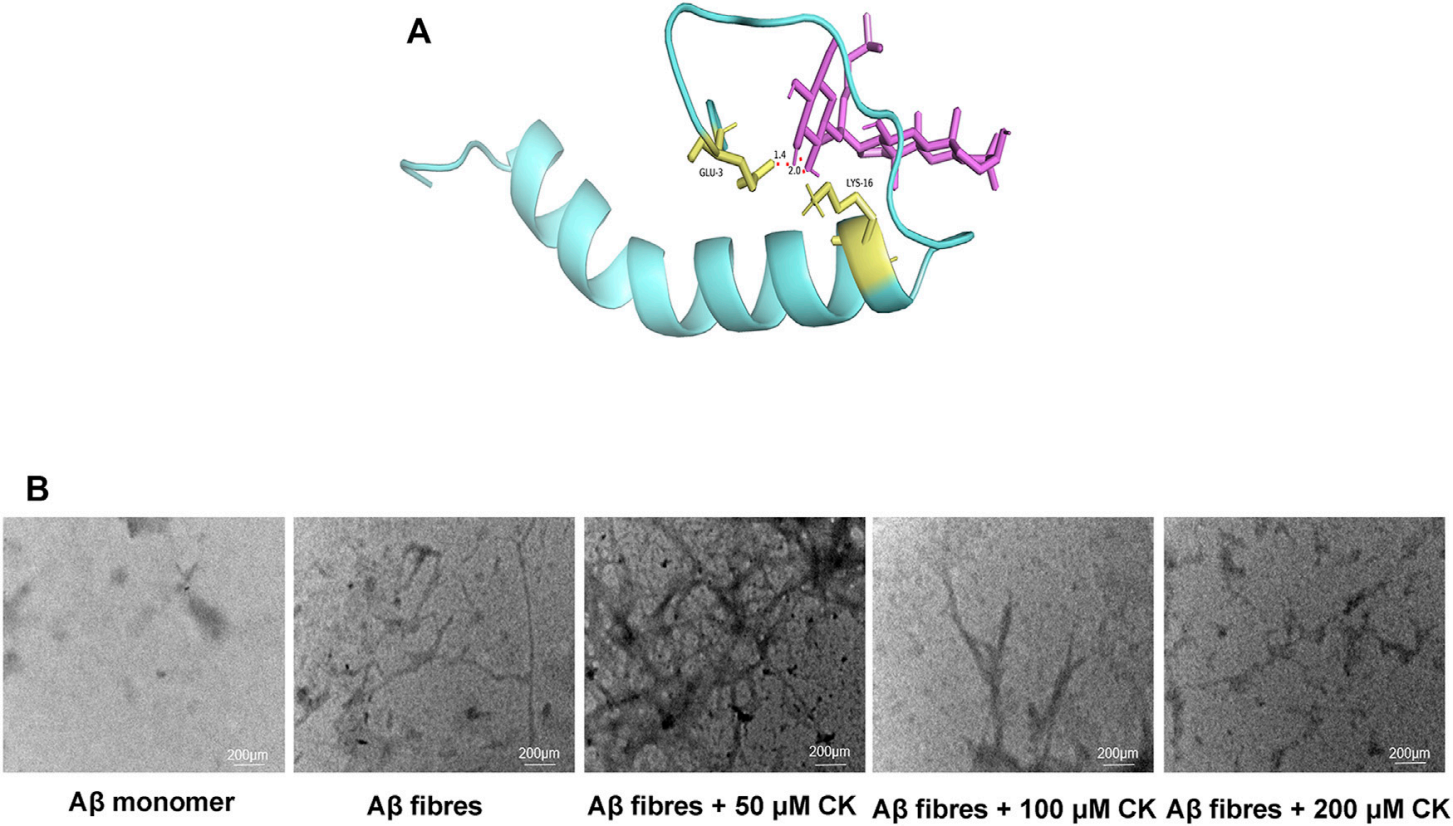
Regulation of Aβ accumulation by CK. **(A)** Molecular docking of CK and Aβ42. **(B)** The regulation of CK on the morphology of Aβ42 accumulation.

### 3.4 Regulation of Aβ42 levels by compound K

Increased Aβ deposition plaques was observed in the hippocampus of mice after SCOP injection; however, these plaques were significantly reduced and the gray value was reduced in mice pretreated with CK. Increased expression of APP, BACE1, PS1, and Aβ, and reduced expression of IDE were observed in Aβ-injured HT22 cells and mice with SCOP-induced cognitive dysfuction. Contrarily, CK treatment decreased the expression of APP, BACE1, PS1, and Aβ, and increased that of IDE (Figure 4). These findings suggest that ginseng CK can inhibit the production of APP and further inhibit the cleavage of APP by BACE1 and PS1, produce a large number of IDE, and thus regulate the deposition of Aβ in neurons.

**FIGURE 4:**
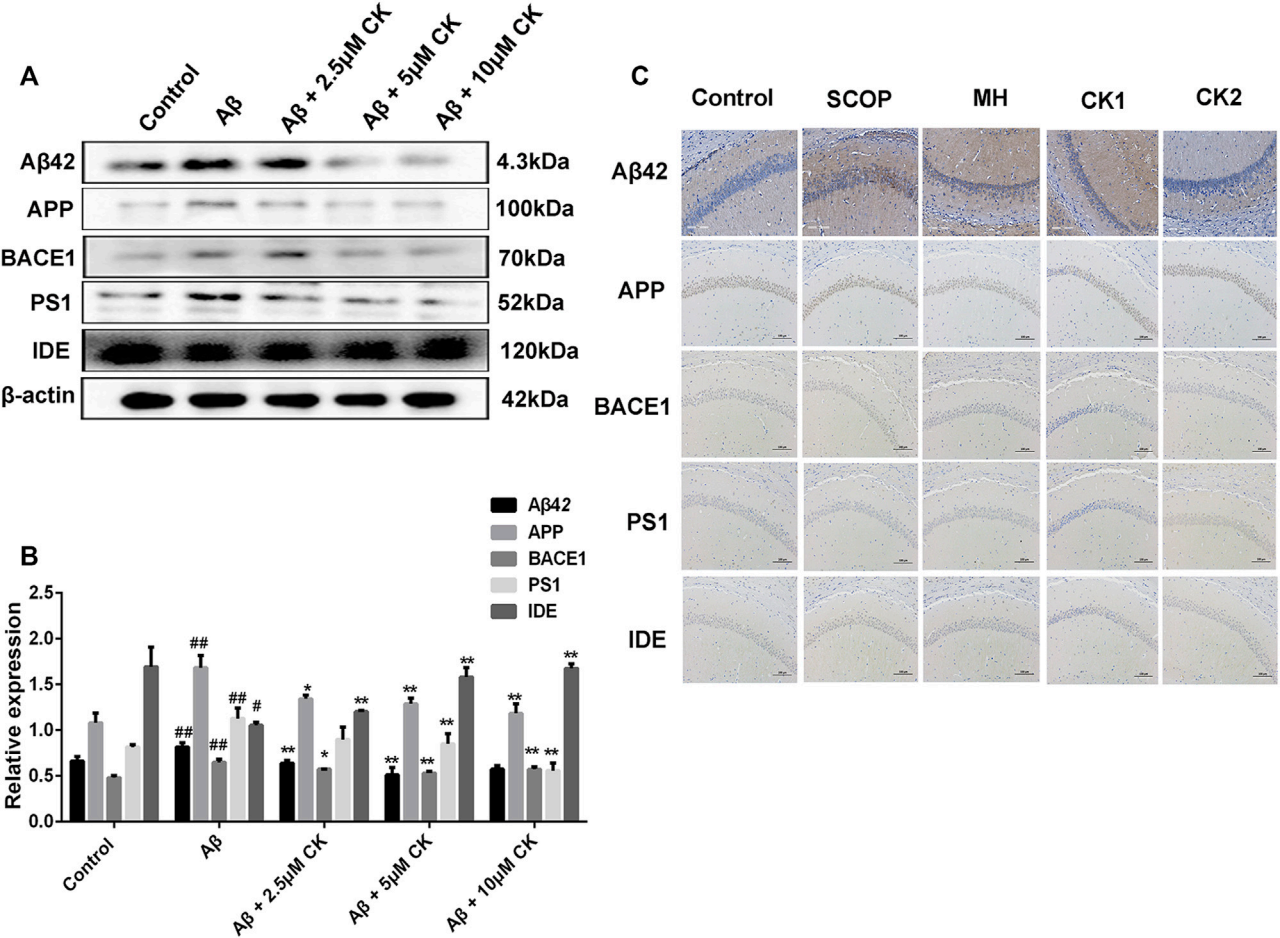
The ability of CK to regulate Aβ42 levels. **(A, B)** CK regulates the production and degradation of Aβ in neuronal HT22 cells. Data are presented as mean ± SE, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. Aβ. **(C)** Regulatory effect of CK on Aβ expression in the hippocampus of mice. (*n* = 3).

### 3.5 Effect of compound K on the expression of synapse-related proteins in neurons

The expression levels of SYP and PSD95 in HT22 cells after Aβ injury were significantly decreased, significantly increased SYP expression levels after pretreatment with different doses of CK, high dose of CK increases the expression level of PSD95, CK of 2.5 uM and 5 uM had no significant effect on the expression level of PSD95 in HT22 cells. The expression levels of SYP and PSD95 in the brain of mice were significantly decreased after intraperitoneal injection, pretreatment of memantine hydrochloride and CK showed a significant increase in the expression levels of SYP and PSD95 in mouse brain (Figure 5). Through *in vivo* and *in vitro* experiments, it is speculated that CK can improve synaptic function and structure of injured neurons.

**FIGURE 5:**
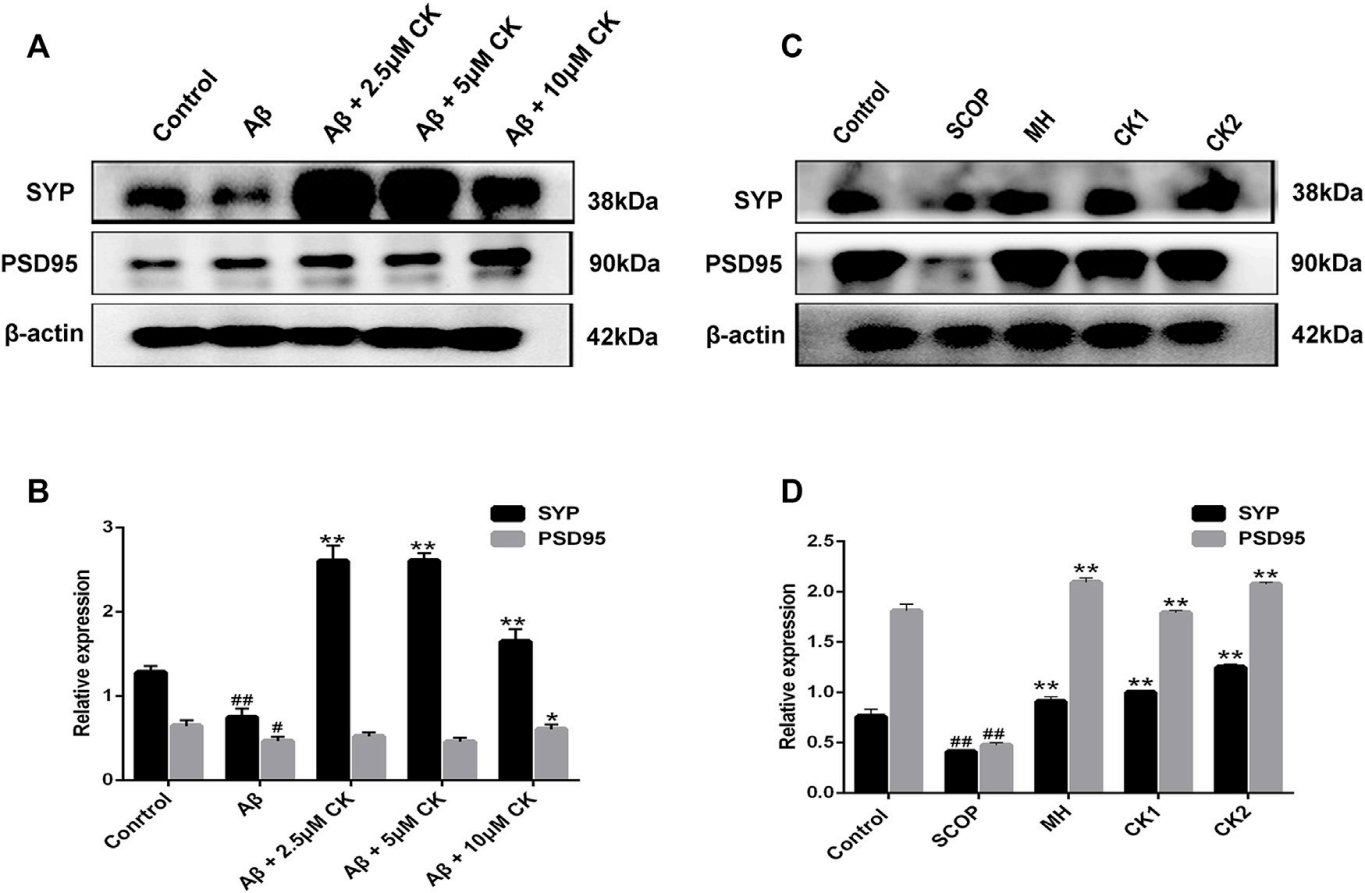
The effect of CK on synaptic plasticity in neurons. **(A, B)** Effect of CK on the regulation of SYP and PSD95 protein expression levels in Aβ-damaged HT22 cells. Data are presented as mean ± SE, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 vs. Control, ^*^ *p* < 0.05 and ^**^ *p* < 0.01 vs. Aβ. **(C, D)** Effect of CK on the regulation of SYP and PSD95 protein expression levels in brain of mice injected with SCOP. Data are presented as mean ± SE, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. SCOP. (*n* = 3).

### 3.6 Regulation of oxidative damage of neurons by compound K

The GO database can provide functional classification for genomic data, including categories of biological processes (BP), cellular component (CC), and molecular function (MF). 

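Gene expression was measured in brain tissue of ICR mice, an outbred stock, on 6 one-colour Affymetrix whole-transcript arrays, 2 in each of the Control, SCOP and CK2 groups. CK2 mice received CK at 40 mg/kg and SCOP at 2 mg/kg, and SCOP mice received SCOP alone. Treatment lasted 14 days, with SCOP given from day 7. According to the methods, brains were taken after behavioural testing that included a step-down avoidance test with electric shocks. The deposited values are log2 values made with RMA, and were not normalized again. Of 22206 probe sets for transcripts, 19572 carried a single gene symbol in the annotation table and 2634 carried none there. Where a gene had more than 1 probe set, the one with the highest mean was kept, which left 19505 genes. All 6 arrays were fitted together in limma, and p-values were adjusted by the Benjamini-Hochberg method over all genes. The labels call the samples of a group biological replicates, and whether each came from a single mouse or from a pool is not given in the sources used here. The number of arrays limits the precision of every value.
SCOP replicate 2 stood apart from the other 5 arrays. Its correlation with them across genes was 0.965 to 0.969, while the others correlated with each other at 0.990 to 0.993. The first principal component held 59.1% of the variance and placed this array at 62.22 and the others between -16.62 and -10.61. Its background control probes with 16 or more G or C bases averaged 6.11 on the log2 scale, against 4.99 to 5.19 on the other arrays. The list of synaptic genes averaged 7.79 on this array and 8.37 to 8.45 on the others. Levels below the 95th percentile of the negative control probe sets, which was 4.98 to 5.55 across the arrays, were treated as dim. On every array 9466 of the genes (48.5%) were dim.

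**Figure D1:**
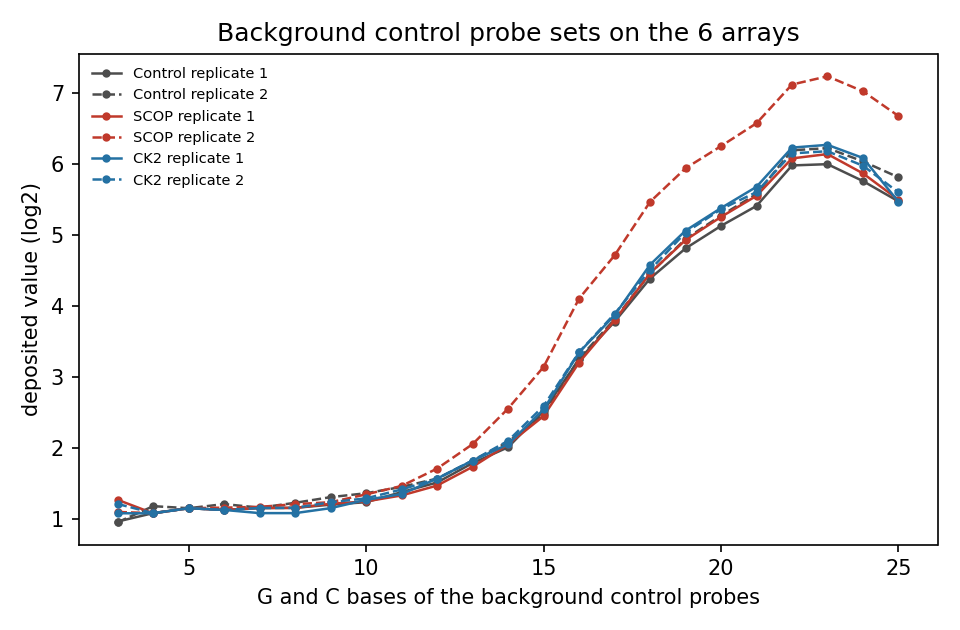
Deposited log2 value of the background control probe sets (vertical axis) against the number of G and C bases in their probes (horizontal axis), one line per array, with colours for the groups and solid or dashed lines for replicates 1 and 2. The line of SCOP replicate 2 lies above the other 5 arrays from 16 bases upwards.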

Herein, we mainly performed MF analysis. The *p*-value is presented as a logarithm and has a negative value; therefore, the larger the value of (-LgP), the smaller the *p*-value, indicating a higher GO significance level. 

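Fabp7, the fatty acid binding protein of astrocytes and neural precursors, averaged 9.57 ± 0.30 (SD, n = 2) on the log2 scale in SCOP and 8.28 ± 0.05 (SD, n = 2) in CK2. Its level in Control was 9.48 ± 0.06 (SD, n = 2). Arc, a synaptic plasticity gene that neurons switch on with activity, averaged 5.73 ± 0.65 (SD, n = 2) in SCOP, 7.08 ± 0.31 (SD, n = 2) in CK2 and 6.93 ± 0.23 (SD, n = 2) in Control. Mthfd1, an enzyme of folate-dependent one-carbon metabolism, averaged 4.64 ± 0.27 (SD, n = 2) in SCOP and 5.80 ± 0.01 (SD, n = 2) in CK2. Its SCOP mean lay below the level treated as dim. The log2 changes of CK2 against SCOP were -1.29 for Fabp7 (standard error 0.22), 1.35 for Arc (standard error 0.33) and 1.16 for Mthfd1 (standard error 0.22), each with an adjusted p of 0.89 in limma. The change of Arc was 0.89 without SCOP replicate 2. No gene differed between CK2 and SCOP at an adjusted p under 0.05 in limma. At an unadjusted p under 0.05, 502 of the 19505 genes differed, where chance alone gives 975. The fit shares its spread over all 6 arrays, and SCOP replicate 2, which stood apart, may widen it. A count under 975 therefore cannot be read as less difference than chance gives. The genes named here come from a screen at an unadjusted p under 0.05 and at least 1.5-fold, which held 159 genes with higher and 207 with lower values in CK2, or belong to the gene lists. The share with higher values, 43.4%, depended on the scaling and was 52.4% with medians centred, 55.5% with quantile normalization and 56.9% with cyclic loess. At 2-fold it was 65.4% of 26 genes, and without SCOP replicate 2 it was 52.8% of 303.
Of the 12 hemoglobin genes listed before the data were examined, 6 were measured under their symbols, namely Hba-x, Hbq1a, Hbq1b, Hbb-y, Hbb-bh1 and Hbb-bh2. None of them was in the screen or passed when adjusted over the list alone. All were dim on every array, and their log2 changes in CK2 against SCOP lay between -0.24 for Hbb-bh1 and 0.12 for Hbq1a. The list mean was -0.02 and its median 0.05 (adjusted p of 0.963 by limma's directional fry test over 41 lists), and the mean was -0.15 and 0.11 without SCOP replicates 1 and 2 and -0.14 and 0.10 without CK2 replicates 1 and 2. With every measured member dim, this test cannot decide whether hemoglobin expression changed. The adult alpha and beta subunits Hba-a1, Hba-a2, Hbb-bs and Hbb-bt were not analysed here, because the annotation table used here names no probe set for them. Whether any of the probe sets without a name there measures them is not known here, so the hemoglobin counts cover only the 6 named genes. Some probe sets without a name were bright and lower in CK2 than in SCOP. TC0700003909.mm.2 had a log2 change of -1.73 and TC1100000339.mm.2 of -1.03 (adjusted p of 0.893 in limma for both). Others were higher in CK2, such as TC1200000459.mm.2 with 0.70. These probe sets were chosen after their values were seen. Alas2, which catalyses the first step of heme synthesis in erythroid cells, averaged 6.04 ± 0.01 (SD, n = 2) in SCOP and 4.80 ± 0.05 (SD, n = 2) in CK2. Its log2 change was -1.24 (standard error 0.32, adjusted p of 0.89 in limma), and its arrays in Control read 5.93 and 4.91.
The peroxidase list of 37 genes also names the adult hemoglobin subunits, which were not analysed. Of 26 measured peroxidase genes, none was in the screen or passed when adjusted over the list alone. Their mean log2 change in CK2 against SCOP was -0.065 (adjusted p of 0.717 by fry), and -0.12 without SCOP replicate 1, -0.012 without SCOP replicate 2 and -0.038 without CK2 replicate 2. Lpo, lactoperoxidase, had a log2 change of -0.43, and Ptgs2, a cyclooxygenase, had 0.35, which was 0.56 without SCOP replicate 1 and 0.14 without SCOP replicate 2. Of 85 measured oxidoreductase genes that make or clear ROS, 5 were in the screen (one-sided Fisher's exact test, p = 0.0219, adjusted p = 0.224 over 41 lists), and none passed when adjusted over the list alone. With array medians centred, 6 members were in the screen (one-sided Fisher's exact test, p = 0.00586), where the methods' threshold is 0.01, and none was at 2-fold, with the methods' t-test or with dim genes filtered at the median. Xdh, xanthine dehydrogenase, averaged 4.34 ± 0.39 (SD, n = 2) in CK2 and 3.43 ± 0.10 (SD, n = 2) in SCOP. Tph1 and Cyp1b1 had log2 changes of 0.75 and 0.75, and Txnrd3 and Aox3 had -0.77 and -0.65. These were 0.48 for Tph1 without CK2 replicate 2, 0.39 for Cyp1b1 without SCOP replicate 2, -0.50 for Txnrd3 without CK2 replicate 1 and -0.40 for Aox3 without CK2 replicate 2. Cyp1b1 was named after its value was seen. These 5 were dim on every array. The mean of the oxidoreductase list was 0.05 (adjusted p of 0.717 by fry), and 0.096 and 0.0046 without SCOP replicates 1 and 2, 0.084 and 0.017 without CK2 replicates 1 and 2 and -0.032 with broader oxidoreductase families. The hemoglobin, peroxidase and oxidoreductase lists follow functions that the study picked on these arrays, so they are not independent evidence.
The brains were taken after the avoidance test, and its effect on the immediate early genes was not tested. Of 47 measured immediate early genes, 11 had higher values in CK2 than in SCOP at an unadjusted p under 0.05 and none had lower values, and no member passed when adjusted over the list alone. The list's mean log2 change was 0.42 (adjusted p of 0.681 by fry), and camera gave an adjusted p of 6.03e-10 with the preset correlation and an adjusted p = 0.751 with an estimated correlation. The mean was 0.21 without SCOP replicate 2. Beside it, the list of excitatory neuron genes had a mean of 0.38 and a change above 0 in 17 of 18 members, and the synaptic genes had a mean of 0.31 and a change above 0 in 48 of 52 (adjusted p of 0.717 by fry for both). These means were -0.072 and -0.015 without SCOP replicate 2, and 0.83 and 0.64 without SCOP replicate 1. The immediate early gene list averaged 5.75 on SCOP replicate 1 and 5.33 on SCOP replicate 2, against 5.93 to 6.02 on the Control and CK2 arrays. Fos, a transcription factor, averaged 5.07 ± 0.09 (SD, n = 2) in SCOP, 5.77 ± 0.08 (SD, n = 2) in CK2 and 5.93 ± 0.04 (SD, n = 2) in Control. The transcription factors Egr1 and Nr4a1 had log2 changes of 1.08 and 1.04 in CK2 against SCOP, and these were 0.35 and 0.56 without SCOP replicate 2 and 1.81 and 1.52 without SCOP replicate 1. In SCOP against Control, 15 of the 47 members had lower values at an unadjusted p under 0.05 and none had higher values, and 6 passed when adjusted over the list alone. Without SCOP replicate 2, when SCOP replicate 1 is the lone SCOP array, the change was below 0 in 31 of the 47 members and above 0 in 16. On all arrays the mean there was -0.45 (adjusted p of 0.403 by fry, and adjusted p = 0.542 by camera with an estimated correlation), against -0.36 for the excitatory neuron genes and -0.27 for the synaptic genes, and without SCOP replicate 2 these 3 means were -0.24, 0.093 and 0.056.

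**Figure D2:**
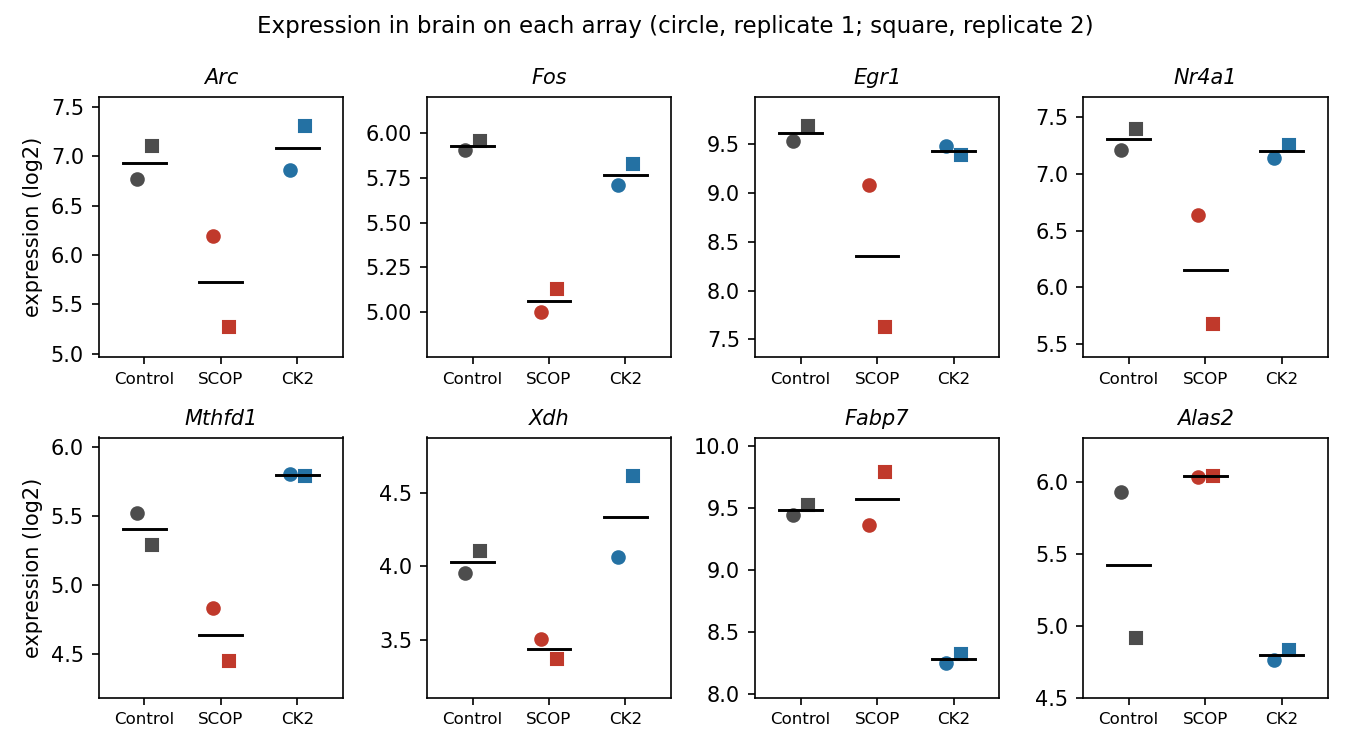
Log2 expression (vertical axis) of 8 genes in the Control, SCOP and CK2 groups (horizontal axis). Each point is an array, circles for replicate 1 and squares for replicate 2, and each bar is the group mean. Arc, Fos, Egr1, Nr4a1, Mthfd1 and Xdh have both SCOP arrays below both CK2 arrays. Fabp7 and Alas2 have both CK2 arrays below both SCOP arrays. Of all genes, 29.7% had no overlap between the CK2 and SCOP arrays, where chance gives 33.3%, so the lack of overlap is no evidence of a difference.

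In SCOP against Control limma called no gene at an adjusted p under 0.05 (646 at an unadjusted p under 0.05), nor in CK2 against Control (280 at an unadjusted p under 0.05), and the methods' t-test called none after Benjamini-Hochberg adjustment in any of the 3 comparisons (584, 552 and 975 at an unadjusted p under 0.05). Of the 366 screened genes of CK2 against SCOP, 239 were dim on every array, and 86 were also in the screen, in the same direction, without SCOP replicate 2. The size of the screen depended on the array left out. It was largest without SCOP replicate 1, the only such fit in which genes of CK2 against SCOP passed an adjusted p under 0.05. SCOP replicate 2, which stood apart, was then the lone SCOP array and was assumed to vary like the other groups. The paper tests its differential genes for GO functions with Fisher's exact test and relates the enriched functions to ROS through earlier reports (Figures 6A,B). It then measures hydroxyl radical scavenging by CK (Figure 6C) and ROS in HT22 cells (Figures 6D,E).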

We screened out the molecular functions of 21 significant GO enrichments and, as previously reported, molecular functions such as oxygen binding, peroxidase activity, oxidoreductase activity, hemoglobin (Hb) binding, hemoglobin beta (Hb β) binding, and hemoglobin alpha (Hb α) binding had a direct or indirect relationship with the regulation of ROS (Richter et al., 2009; Al Ghouleh et al., 2011; Barman and Fulton, 2017; Altinoz et al., 2019) (Figures 6A,B). Hb and oxygen combine to form oxyhemoglobin, which increases the level of oxidative stress in neurons and increases the production of ROS (Agyemang et al., 2021). Both ROS production and scavenging are determined by oxidoreductase activity. Peroxidase, a type of oxidoreductase, is also involved in the production and clearance of ROS (Vlasova, 2018). To confirm that CK can affect the regulation of ROS, we determined its abilities to scavenge hydroxyl radicals (Figure 6C), and a fluorescent probe displayed that a large amount of ROS was produced in Aβ-injured HT22 cells. Reduction of ROS in HT22 cells was observed after pretreatment with CK (Figures 6D,E). These results further indicate that CK is involved in the regulation of ROS and reduces its production.

**FIGURE 6:**
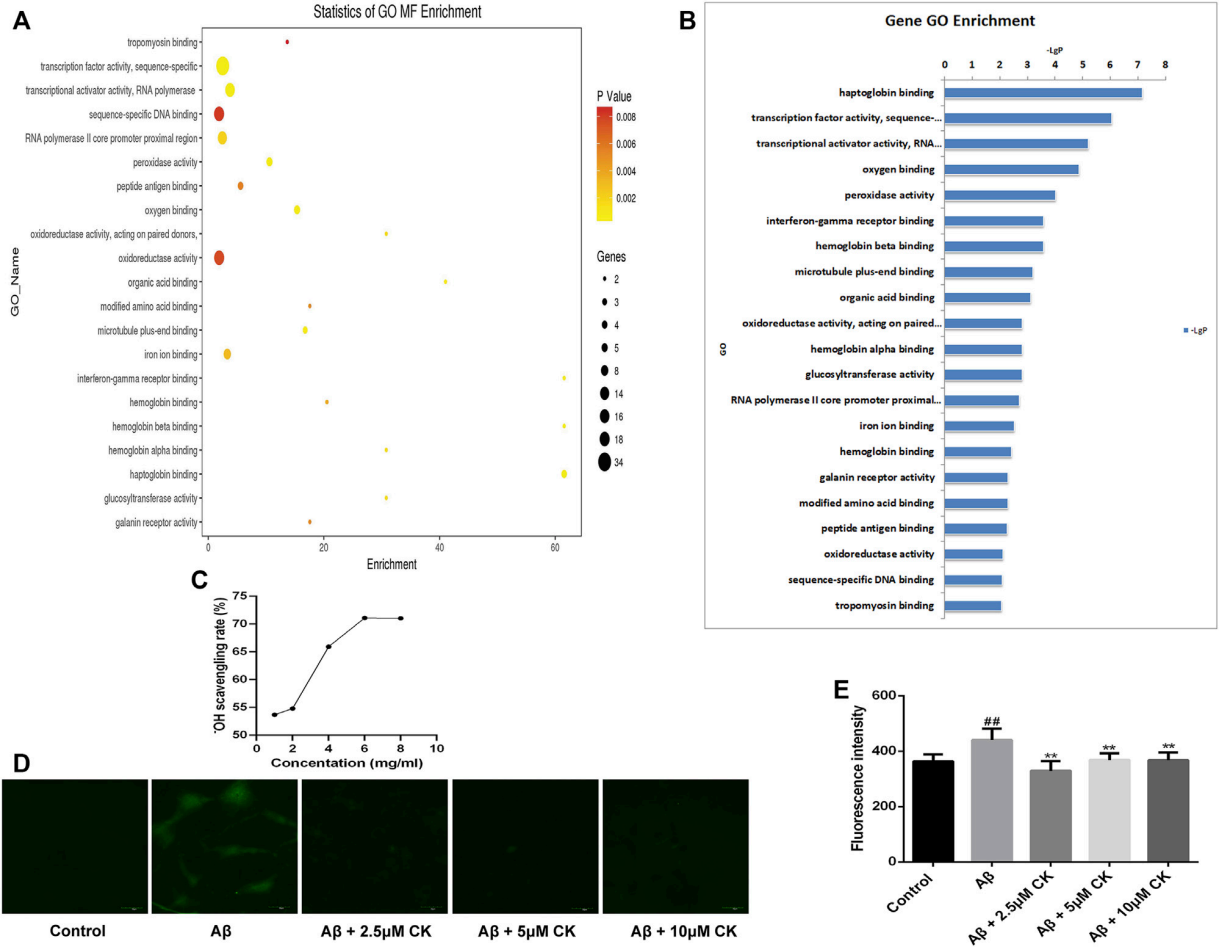
Regulation of reactive oxygen species by CK. **(A)** Statistics of GO molecular function (MF) Enrichment; the size of the circle represents the number of genes involved. The color of the circle from deep to shallow represents the *p*-value from large to small (*p* < 0.01). **(B)** Sorting molecular functions based on -LgP values (GO enrichment histogram). **(C)** Scavenging ability of CK against hydroxyl radicals. (*n* = 8) **(D, E)** Expression of ROS and fluorescence intensity in HT22 cells. (*n* = 3). Data are presented as mean ± SE, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. Aβ.

### 3.7 Regulation of the Nrf2/Keap1 signalling pathway by compound K

The overproduction of ROS generates oxidative stress, Nrf2 plays an important role in antioxidant stress (Deshmukh et al., 2017). CK molecularly bound to the Nrf2/Keap1 complex through interacting with ILE-559 and VAL 606 of Nrf2/Keap1 complex (Figure 7). Nrf2 fluorescence intensity was reduced in Aβ-injured HT22 cells, and the expression of nuclei and total Nrf2 were reduced in Aβ-injured HT22 cells and mice with SCOP-induced cognitive impairment. Non-etheless, after pretreatment with CK, the fluorescence intensity of Nrf2 in HT22 cells increased and the expression of total and nuclei Nrf2 increased. Keap1 and HO-1 act as downstream factors of Nrf2 and participate in the regulation of ROS and oxidative stress (Abed et al., 2015; Guo et al., 2015). Aβ induced the increased expression of Keap1 and decreased expression of HO-1 in HT22 cells (Figure 8). CK reversed the expression of these two factors, findings similar to a previously reported *in vivo* study (Yang et al., 2019). Our findings indicate that CK activates the Nrf2/Keap1 signaling pathway and inhibits oxidative damage in HT22 cells.

**FIGURE 7:**
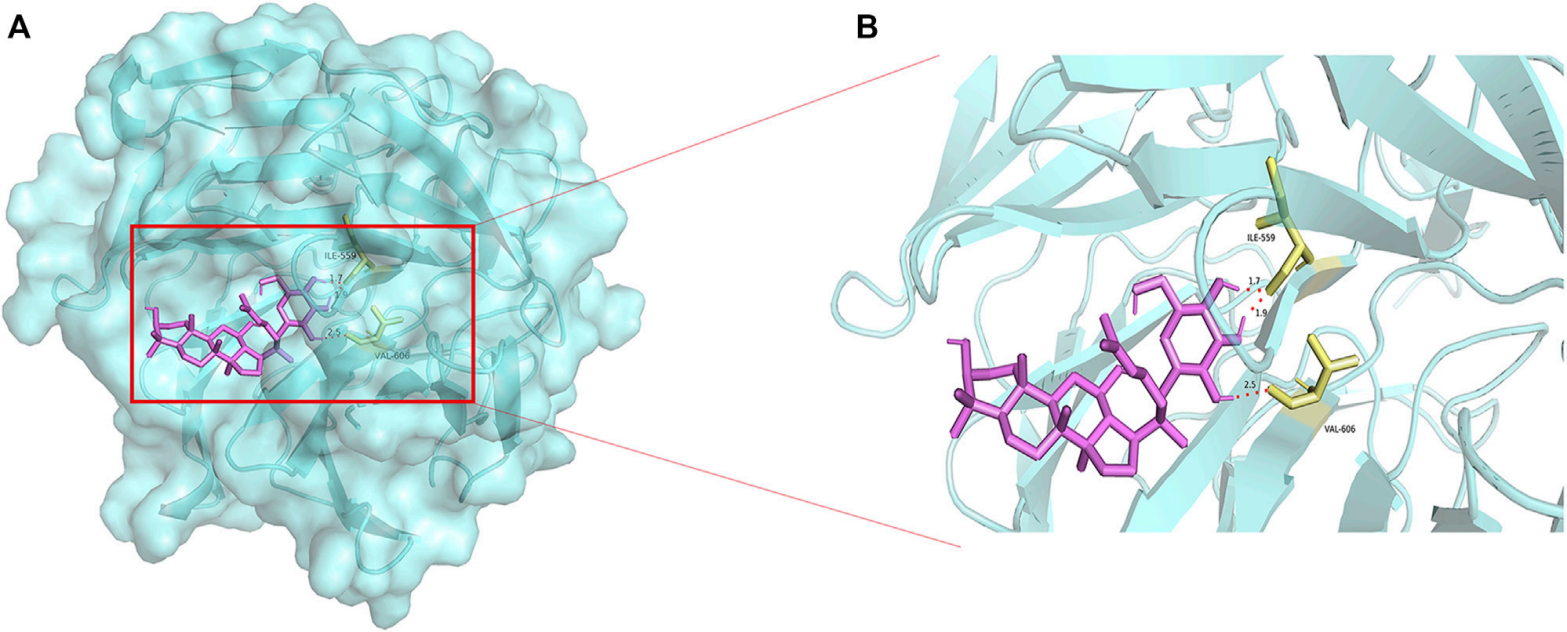
Molecular docking of CK and Nrf2-Keap1. **(A)** Docking of CK with the Nrf2-Keap1 complex. **(B)** Binding sites of CK to the Nrf2-Keap1 complex.

**FIGURE 8:**
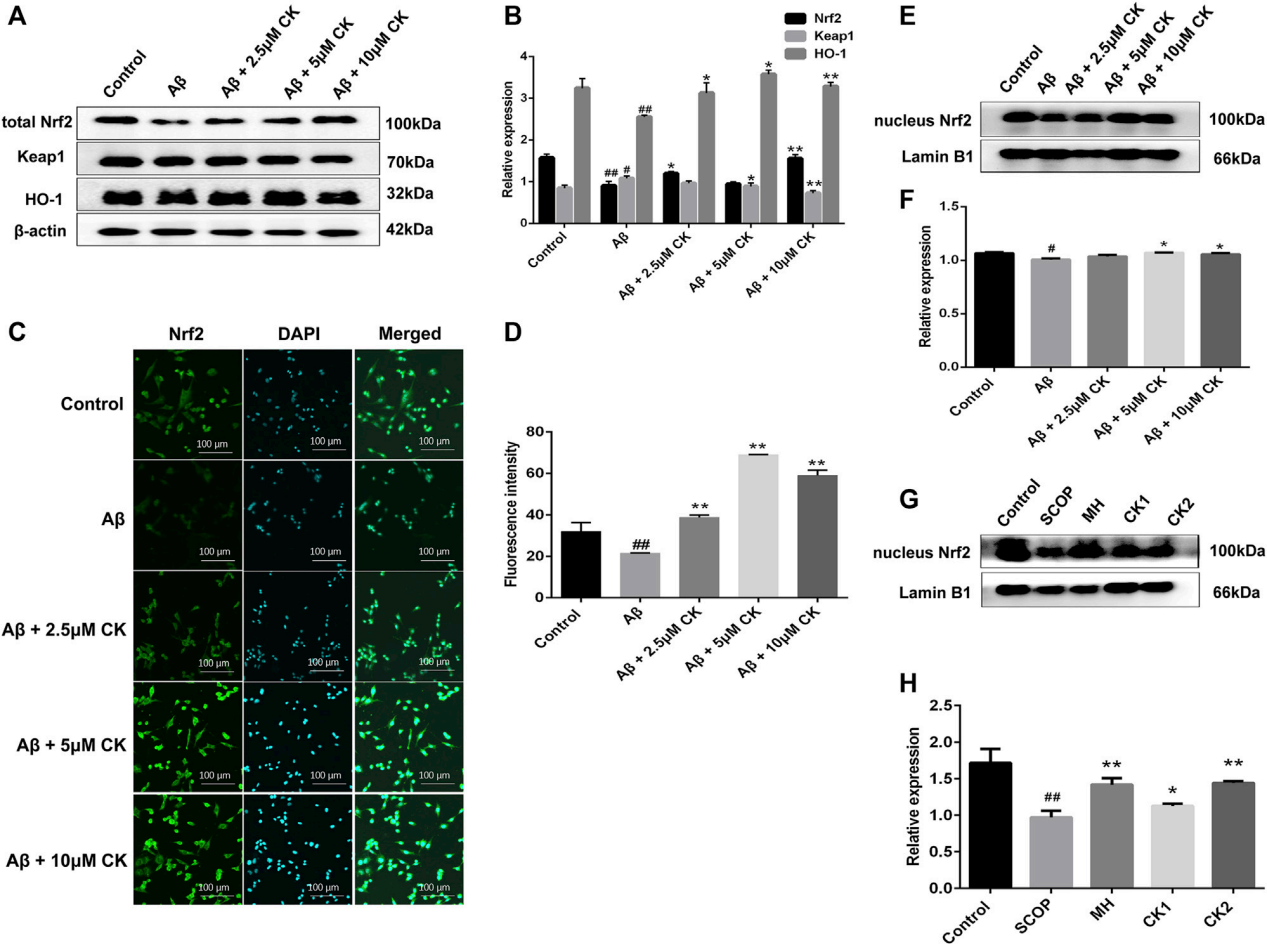
The effect of CK on the Nrf2/Keap1 signaling pathway in neurons. **(A, B)** Relative expression intensity of Nrf2/Keap1 in HT22 cells. Data are presented as mean ± SE, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. Aβ. **(C)** Fluorescence labeled Nrf2 antibody in HT22 cells. **(D)** Fluorescence intensity of Nrf2 expression in HT22 cells. Data are presented as mean ± SE, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. Aβ. **(E, F)** Relative expression intensity of nucleus Nrf2 in HT22 cells. Data are presented as mean ± SE, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. Aβ. **(G, H)** Relative expression intensity of nucleus Nrf2 in mice brain. Data are presented as mean ± SE, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. SCOP. (*n* = 3).

### 3.8 Inhibitory effect of compound K on neuronal apoptosis

An increase in the levels of proapoptotic proteins Cytochrome C (Cyt C), Caspase-3, and cleaved Caspase-3 was observed in HT22 cells after Aβ injury as well in brain tissue of mice with SCOP-induced cognitive impairment; however, these levels decreased after treatment with CK (Figure 9). To this end, CK can alleviate Aβ-damage in HT22 cells and mice with SCOP-induced cognitive impairment by inhibiting apoptosis. Further, as the dose of CK increased, the protective effect of HT22 cells was enhanced.

**FIGURE 9:**
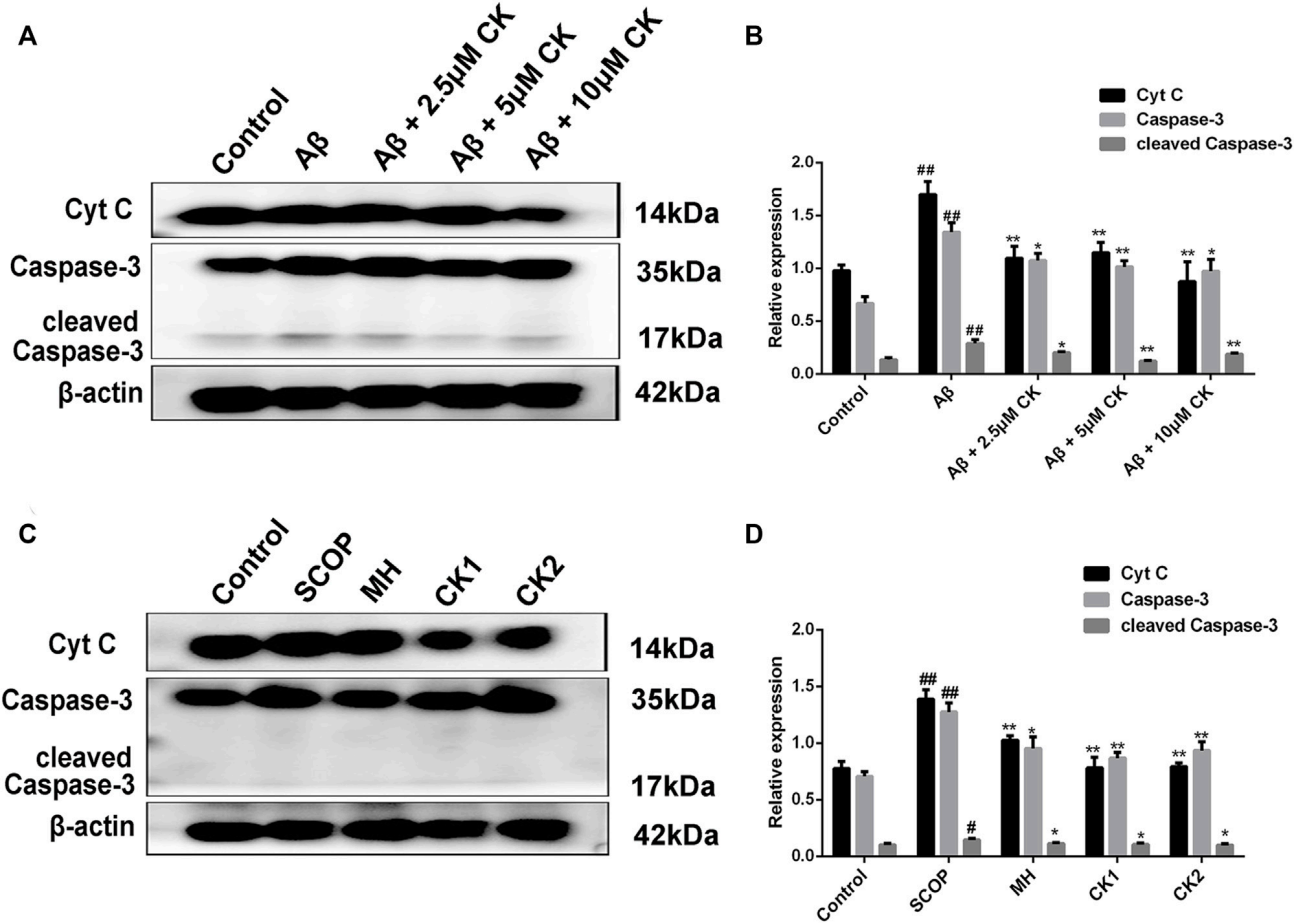
Apoptosis inhibition of CK on Aβ-damaged HT22 cells and brain of mice with SCOP-induced cognitive impairment. **(A, B)** Regulation of expression of apoptotic proteins in Aβ-injured HT22 cells by CK. Data are presented as mean ± SE, #*p* < 0.05 and ##*p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. Aβ. **(C, D)** Effect of CK on apoptotic proteins in brain tissue of mice in each group. Data are presented as mean ± SE, #*p* < 0.05 and ##*p* < 0.01 vs. Control, *p < 0.05 and **p < 0.01 vs. SCOP. (*n* = 3).

## 4 Discussion

Alzheimer’s disease (AD) is a progressive neurodegenerative disease. Its main pathological feature is the massive deposition of Aβ to form Aβ fibrous filaments and oligomers (Sakahira et al., 1998). In this study, a large amount of fiber structure was produced after incubation of Aβ42 monomer as observed using transmission electron microscopy. CK inhibited the formation of oligomers and fibrous structures that resulted from Aβ accumulation. Overexpression of Aβ deposition occurs *in vitro* and *in vivo* causing neurotoxicity (Wirths and Bayer, 2012), the former being investigated in HT22 cells, an immortalized mouse hippocampal neuronal cell line (Cho et al., 2015), in this study, Aβ deposition causes damage of hippocampal HT22 cells, CK can reduce the damage of Aβ to neurons. SCOP has been widely used in models of learning and memory impairment mainly including AD, and is able to induce the release of Aβ (Hernandez-Rodriguez et al., 2020; Ning et al., 2021). Treatment with SCOP may better model the increase in Aβ production that is observed during AD (Joseph et al., 2020). Therefore, in this study, the AD model was established by intraperitoneal injection of SCOP, and the treatment of CK was found to improve the learning memory ability of AD model mice.

Aβ plaques is a significant pathological factor of AD, Aβ plaques include monomers, oligomers, and fibers. Oligomers and fibers have been shown to be neurotoxic, forming through the aggregation of Aβ monomers (Söderberg et al., 2022), Aβ monomers include Aβ42 and Aβ40 monomers, Aβ42 and Aβ40 monomers are produced by anomalous cutting the amyloid precursor protein (APP) (Jiang et al., 2014). Intracellular APP forms a sAPPβ fragment and a C-terminal fragment (C99), which are cleaved by *ß*-secretase (BACE1); the C99 peptide is further secreted by γ-secretase (PS1) to secrete Aβ monomers into extracellular space (Park et al., 2018), abnormal aggregation in extracellular and intercellular space to then occurs to form Aβ oligomers and Aβ fibrous filaments (Hong et al., 2015). Aβ42 is more neurotoxic than Aβ40 (Tiwari et al., 2019), and we focused on Aβ42 monomers. In the present study, CK reduce the expression of Aβ42 monomers in neurons and inhibits expression of APP and APP cleavage enzymes (BACE1 and PS1). Under normal conditions, Aβ monomers production and clearance are in dynamic equilibrium (Baranello et al., 2015), and when the Aβ monomers clearance pathway is impeded it leads to the abnormal accumulation of Aβ monomers (Kilger et al., 2011). Therefore, improving the clearance and degradation of Aβ is a crucial link in alleviating disease progression (Song et al., 2018). Insulin degrading enzyme (IDE) is one of the important Aβ degrading enzymes (Bulloj et al., 2008). When Aβ monomers are overproduced, the cells secrete a large amount of IDE, which degrades Aβ monomers (Son et al., 2015). In this study we found that CK improved the expression of BACE1, PS1, IDE and regulated the balance of Aβ42 monomer production and clearance *in vivo* and *in vitro*. Further CK bound to Aβ42 monomer to inhibit Aβ42 aggregation and reduce Aβ fibril and oligomer production.

Abnormal deposition of Aβ causes neuronal mitochondrial disorders, thereby inducing neuronal loss and synaptic damage (Tonnies and Trushina, 2017). Synaptic impairment and synaptic loss in the brain predispose to cognitive dysfunction (Kamat et al., 2016). Post-synaptic density membrane 95 (PSD95) and synaptic vesicle protein (SYP) are important synaptic density markers (Manczak et al., 2016). PSD-95 is a scaffold protein mainly distributed in the post-synaptic density region, and is important for synaptic signal transmission and conduction (Yu et al., 2018), SYP is mainly distributed in the presynaptic membrane and is important for synaptic structure and function (Chung et al., 2019). Our study findings show that CK increases the expression levels of PSD95 and SYP in neurons, inhibits Aβ associated neuronal toxicity and synaptic dysfunction, and overall protects neurons.

Aβ plaque formation is an important pathological manifestation of AD, dysregulation of Aβ causes neurotoxicity in the early stage of AD (Raghavan et al., 2020), which is the initiating factor of AD, and later triggers oxidative stress, neuroinflammation, and apoptotic cascade responses, exacerbating neuronal damage and promoting the development of AD (Li et al., 2020). Aβ plaque induce the production of a large amount of ROS (Sharma et al., 2016), causing oxidative stress in neurons and giving rise to their oxidative damage (Reynolds et al., 2016). Our previous study found that CK can reduce oxidative damage in mouse brain tissue. GO enrichment analysis revealed that ginsenoside CK affects molecular functions such as oxygen binding, peroxidase activity, oxidoreductase activity, hemoglobin binding, hemoglobin beta binding and hemoglobin alpha binding. Hb is responsible for transporting oxygen within red blood cells (Ciaccio et al., 2022). It consists of two α- and two *ß*-subunits, each consisting of a peptide chain and a heme group (Ahmed et al., 2020). Hb α- and *ß*-globin was also found in the brain tissue of AD patients, oxygen combines with hemoglobin to form oxyhemoglobin, and autoxidation of oxyhemoglobin facilitates the release of ROS (Lu et al., 2022). Hemoglobin also binds Aβ in the neurons of patients with AD, increasing the aggregation of Aβ and accelerating ROS production (Wu et al., 2004). Eroxidase and oxidoreductase are involved in the production and scavenging of ROS. ROS include hydroxyl radical (^.^OH), hydrogen peroxide (H_2_O_2_), and superoxide anion (O_2_^.-^) (Kennedy et al., 2012). Previous studies have shown that CK inhibits the production of ROS in different tissue and cell (Huang et al., 2020; Oh and Chun, 2022). In this study, through ROS fluorescence detection and hydroxyl radical scavenging experiments, our findings further confirmed that CK inhibits the production of ROS in neurons, this is also consistent with previous studies.

Nrf2 is a transcription factor with high sensitivity to oxidative stress. It can induce the expression of multiple antioxidant proteins. In addition, it strongly inhibits the production of ROS to decrease the amount of intracellular ROS and status to maintain redox homeostasis in neurons (Kahroba et al., 2021). Under normal circumstances, Nrf2 binds to Keap1 and remains in the cytoplasm and is degraded by the proteasome (Karkkainen et al., 2014). Upon exposure to oxidative sctress, Nrf2 degradation is reduced and translocated to the nucleus, and induce the expression of HO-1 antioxidant enzymes to reduce peroxidative damage (Cui et al., 2019). We previously reported that CK promotes Nrf2 expression in mouse brain tissue (Yang et al., 2019), but the related mechanism has not been elucidated, and further studies in this study revealed that CK binds to the Nrf2-Keap1 complex, promotes the release of Nrf2, which is translocated to the nucleus of neurons, regulates the expression of downstream proteins, initiates antioxidant defense, and inhibits neuronal oxidative damage *in vitro* and *in vivo*.

Oxidative stress increases APP shear and Aβ production (Zhao and Zhao, 2013), It also promotes neuronal mitochondrial apoptosis during ROS production and massive accumulation of Aβ (Jeong et al., 2019). Cyt C, a small heme, is an important component of hemoglobin with peroxidase-like activity and is involved in the transport of oxygen (Kalpage et al., 2019; Waghwani and Douglas, 2021). Oxidized Cyt C increases ROS production, and also serves as an important mediator of apoptosis, Cyt C release from mitochondria (Ow et al., 2008), is followed by activation of Caspase-3, which further develops apoptosis (Cheng et al., 2019). In this study, CK downregulated the expression levels of Cyt C and Caspase-3 in neurons, and inhibited neuronal apoptosis induced by Aβ-induced oxidative damage.

Overall, CK may regulate the balance of Aβ monomer production and clearance by regulating APP and related shear and degradative enzymes, and binds to Aβ monomers to inhibit the formation of Aβ aggregates, which further binds to the Nrf2-Keap1 complex to promote the release of Nrf2 into the nucleus, activate the Nrf2/Keap1 signaling pathway, and reduce ROS production, thereby inhibiting Aβ aggregate-induced oxidative damage in neurons, reducing neuronal apoptosis, and improving neuronal synaptic dysfunction.

## Data Availability

The original contributions presented in the study are publicly available. The data presented in the study are deposited in the GEO repository, accession number GSE221791. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221791.

## References

[B1] AbedD. A.GoldsteinM.AlbanyanH.JinH.HuL. (2015). Discovery of direct inhibitors of Keap1-Nrf2 protein-protein interaction as potential therapeutic and preventive agents. Acta Pharm. Sin. B 5 (4), 285–299. 10.1016/j.apsb.2015.05.008 26579458PMC4629420

[B2] AgyemangA. A.KvistS. V.BrinkmanN.GentinettaT.IllaM.OrtenlöfN. (2021). Cell-free oxidized hemoglobin drives reactive oxygen species production and pro-inflammation in an immature primary rat mixed glial cell culture. J. Neuroinflammation 18 (1), 42. 10.1186/s12974-020-02052-4 33573677PMC7879625

[B3] AhmedM. H.GhatgeM. S.SafoM. K. (2020). Hemoglobin: Structure, function and allostery. Subcell. Biochem. 94, 345–382. 10.1007/978-3-030-41769-7_14 32189307PMC7370311

[B4] Al GhoulehI.KhooN. K.KnausU. G.GriendlingK. K.TouyzR. M.ThannickalV. J. (2011). Oxidases and peroxidases in cardiovascular and lung disease: New concepts in reactive oxygen species signaling. Free Radic. Biol. Med. 51 (7), 1271–1288. 10.1016/j.freeradbiomed.2011.06.011 21722728PMC3205968

[B5] AltinozM. A.GuloksuzS.Schmidt-KastnerR.KenisG.InceB.RuttenB. P. F. (2019). Involvement of hemoglobins in the pathophysiology of Alzheimer's disease. Exp. Gerontol. 126, 110680. 10.1016/j.exger.2019.110680 31382012

[B6] BaranelloR. J.BharaniK. L.PadmarajuV.ChopraN.LahiriD. K.GreigN. H. (2015). Amyloid-beta protein clearance and degradation (ABCD) pathways and their role in Alzheimer's disease. Curr. Alzheimer Res. 12 (1), 32–46. 10.2174/1567205012666141218140953 25523424PMC4820400

[B7] BarmanS. A.FultonD. (2017). Adventitial fibroblast Nox4 expression and ROS signaling in pulmonary arterial hypertension. Adv. Exp. Med. Biol. 967, 1–11. 10.1007/978-3-319-63245-2_1 29047077

[B8] BullojA.LealM. C.SuraceE. I.ZhangX.XuH.LedesmaM. D. (2008). Detergent resistant membrane-associated IDE in brain tissue and cultured cells: Relevance to Abeta and insulin degradation. Mol. Neurodegener. 3, 22. 10.1186/1750-1326-3-22 19117523PMC2648957

[B9] ChengJ.WangH.ZhangZ.LiangK. (2019). Stilbene glycoside protects osteoblasts against oxidative damage via Nrf2/HO-1 and NF-κB signaling pathways. Arch. Med. Sci. 15 (1), 196–203. 10.5114/aoms.2018.79937 30697271PMC6348355

[B10] ChoH. W.JungS. Y.LeeG. H.ChoJ. H.ChoiI. Y. (2015). Neuroprotective effect of Citrus unshiu immature peel and nobiletin inhibiting hydrogen peroxide-induced oxidative stress in HT22 murine hippocampal neuronal cells. Pharmacogn. Mag. 11 (2), S284–S289. 10.4103/0973-1296.166047 26664016PMC4653338

[B11] ChungJ.FranklinJ. F.LeeH. J. (2019). Central expression of synaptophysin and synaptoporin in nociceptive afferent subtypes in the dorsal horn. Sci. Rep. 9 (1), 4273. 10.1038/s41598-019-40967-y 30862809PMC6414693

[B12] CiaccioC.ColettaA.ColettaM. (2022). Role of hemoglobin structural-functional relationships in oxygen transport. Mol. Asp. Med. 84, 101022. 10.1016/j.mam.2021.101022 34509280

[B13] CuiB.ZhangS.WangY.GuoY. (2019). Farrerol attenuates beta-amyloid-induced oxidative stress and inflammation through Nrf2/Keap1 pathway in a microglia cell line. Biomed. Pharmacother. 109, 112–119. 10.1016/j.biopha.2018.10.053 30396067

[B14] DeshmukhP.UnniS.KrishnappaG.PadmanabhanB. (2017). The keap1-nrf2 pathway: Promising therapeutic target to counteract ROS-mediated damage in cancers and neurodegenerative diseases. Biophys. Rev. 9 (1), 41–56. 10.1007/s12551-016-0244-4 28510041PMC5425799

[B15] Garcia-PtacekS.EriksdotterM.JelicV.Porta-EtessamJ.KareholtI.Manzano PalomoS. (2016). Subjective cognitive impairment: Towards early identification of Alzheimer disease. Neurologia 31 (8), 562–571. 10.1016/j.nrl.2013.02.007 23601758

[B16] GuoY.YuS.ZhangC.KongA. N. (2015). Epigenetic regulation of Keap1-Nrf2 signaling. Free Radic. Biol. Med. 88, 337–349. 10.1016/j.freeradbiomed.2015.06.013 26117320PMC4955581

[B17] Hernandez-RodriguezM.Arciniega-MartinezI. M.Garcia-MarinI. D.Correa-BasurtoJ.Rosales-HernandezM. C. (2020). Chronic administration of scopolamine increased GSK3βP9, beta secretase, amyloid beta, and oxidative stress in the Hippocampus of wistar rats. Mol. Neurobiol. 57 (9), 3979–3988. 10.1007/s12035-020-02009-x 32638218

[B18] HongH. S.MaezawaI.PetrlovaJ.ZhaoX. Y.JC. V.JinL. W. (2015). Tomoregulin (TMEFF2) binds alzheimer's disease amyloid-β (Aβ) oligomer and AβPP and protects neurons from aβ-induced toxicity. J. Alzheimers Dis. 48 (3), 731–743. 10.3233/jad-150318 26402097PMC5533101

[B19] HuangQ.LouT.WangM.XueL.LuJ.ZhangH. (2020). Compound K inhibits autophagy-mediated apoptosis induced by oxygen and glucose deprivation/reperfusion via regulating AMPK-mTOR pathway in neurons. Life Sci. 254, 117793. 10.1016/j.lfs.2020.117793 32416164

[B20] InestrosaN. C.Tapia-RojasC.GriffithT. N.CarvajalF. J.BenitoM. J.Rivera-DictterA. (2011). Tetrahydrohyperforin prevents cognitive deficit, Aβ deposition, tau phosphorylation and synaptotoxicity in the APPswe/psen1de9 model of alzheimer's disease: A possible effect on APP processing. Transl. Psychiatry 1, e20. 10.1038/tp.2011.19 22832522PMC3309512

[B21] JeongJ. Y.ChaH. J.ChoiE. O.KimC. H.KimG. Y.YooY. H. (2019). Activation of the Nrf2/HO-1 signaling pathway contributes to the protective effects of baicalein against oxidative stress-induced DNA damage and apoptosis in HEI193 Schwann cells. Int. J. Med. Sci. 16 (1), 145–155. 10.7150/ijms.27005 30662338PMC6332480

[B22] JiangS.LiY.ZhangX.BuG.XuH.ZhangY. W. (2014). Trafficking regulation of proteins in Alzheimer's disease. Mol. Neurodegener. 9, 6. 10.1186/1750-1326-9-6 24410826PMC3891995

[B23] JosephE.Villalobos-AcostaD.Torres-RamosM. A.Farfán-GarcíaE. D.Gómez-LópezM.Miliar-GarcíaÁ. (2020). Neuroprotective effects of apocynin and galantamine during the chronic administration of scopolamine in an alzheimer's disease model. J. Mol. Neurosci. 70 (2), 180–193. 10.1007/s12031-019-01426-5 31768942

[B24] KahrobaH.RamezaniB.MaadiH.SadeghiM. R.JaberieH.RamezaniF. (2021). The role of Nrf2 in neural stem/progenitors cells: From maintaining stemness and self-renewal to promoting differentiation capability and facilitating therapeutic application in neurodegenerative disease. Ageing Res. Rev. 65, 101211. 10.1016/j.arr.2020.101211 33186670

[B25] KalpageH. A.BazylianskaV.RecanatiM. A.FiteA.LiuJ.WanJ. (2019). Tissue-specific regulation of cytochrome c by post-translational modifications: Respiration, the mitochondrial membrane potential, ROS, and apoptosis. FASEB J. 33 (2), 1540–1553. 10.1096/fj.201801417R 30222078PMC6338631

[B26] KamatP. K.KalaniA.RaiS.SwarnkarS.TotaS.NathC. (2016). Mechanism of oxidative stress and synapse dysfunction in the pathogenesis of alzheimer's disease: Understanding the therapeutics strategies. Mol. Neurobiol. 53 (1), 648–661. 10.1007/s12035-014-9053-6 25511446PMC4470891

[B27] KarkkainenV.PomeshchikY.SavchenkoE.DhunganaH.KurronenA.LehtonenS. (2014). Nrf2 regulates neurogenesis and protects neural progenitor cells against Aβ toxicity. Stem Cells 32 (7), 1904–1916. 10.1002/stem.1666 24753106

[B28] KennedyK. A.SandifordS. D.SkerjancI. S.LiS. S. (2012). Reactive oxygen species and the neuronal fate. Cell Mol. Life Sci. 69 (2), 215–221. 10.1007/s00018-011-0807-2 21947442PMC11114775

[B29] KilgerE.BuehlerA.WoelfingH.KumarS.KaeserS. A.NagarathinamA. (2011). BRI2 protein regulates beta-amyloid degradation by increasing levels of secreted insulin-degrading enzyme (IDE). J. Biol. Chem. 286 (43), 37446–37457. 10.1074/jbc.M111.288373 21873424PMC3199491

[B30] KimE. H.KimW. (2018). An insight into ginsenoside metabolite compound K as a potential tool for skin disorder. Evid. Based Complement. Altern. Med. 2018, 8075870. 10.1155/2018/8075870 PMC603680130046346

[B31] LeeB. H.HwangS. H.ChoiS. H.KimH. J.LeeJ. H.LeeS. M. (2013). Inhibitory effects of ginsenoside metabolites, compound K and protopanaxatriol, on GABAC receptor-mediated ion currents. Korean J. Physiol. Pharmacol. 17 (2), 127–132. 10.4196/kjpp.2013.17.2.127 23626474PMC3634089

[B32] LiY.ZhangJ.WanJ.LiuA.SunJ. (2020). Melatonin regulates Aβ production/clearance balance and Aβ neurotoxicity: A potential therapeutic molecule for alzheimer's disease. Biomed. Pharmacother. 132, 110887. 10.1016/j.biopha.2020.110887 33254429

[B33] LichtenthalerS. F. (2012). Alpha-secretase cleavage of the amyloid precursor protein: Proteolysis regulated by signaling pathways and protein trafficking. Curr. Alzheimer Res. 9 (2), 165–177. 10.2174/156720512799361655 21605033

[B34] LuC.DongL.LvJ.WangY.FanB.WangF. (2018). 20(S)-protopanaxadiol (PPD) alleviates scopolamine-induced memory impairment via regulation of cholinergic and antioxidant systems, and expression of Egr-1, c-Fos and c-Jun in mice. Chem. Biol. Interact. 279, 64–72. 10.1016/j.cbi.2017.11.008 29133030

[B35] LuY.WangJ.TangF.PratapU. P.SareddyG. R.DhandapaniK. M. (2022). Regulation and role of neuron-derived hemoglobin in the mouse Hippocampus. Int. J. Mol. Sci. 23 (10), 5360. 10.3390/ijms23105360 35628182PMC9140924

[B36] MancusoC.SantangeloR. (2017). Panax ginseng and Panax quinquefolius: From pharmacology to toxicology. Food Chem. Toxicol. 107, 362–372. 10.1016/j.fct.2017.07.019 28698154PMC7116968

[B37] ManczakM.KandimallaR.FryD.SesakiH.ReddyP. H. (2016). Protective effects of reduced dynamin-related protein 1 against amyloid beta-induced mitochondrial dysfunction and synaptic damage in Alzheimer's disease. Hum. Mol. Genet. 25 (23), 5148–5166. 10.1093/hmg/ddw330 27677309PMC6078633

[B38] NingF.ChenL.ChenL.LiuX.ZhuY.HuJ. (2021). Combination of polygoni multiflori radix praeparata and acori tatarinowii rhizoma alleviates learning and memory impairment in scopolamine-treated mice by regulating synaptic-related proteins. Front. Pharmacol. 12, 679573. 10.3389/fphar.2021.679573 34393775PMC8360279

[B39] OhJ.KimJ. S. (2016). Compound K derived from ginseng: Neuroprotection and cognitive improvement. Food Funct. 7 (11), 4506–4515. 10.1039/c6fo01077f 27801453

[B40] OhJ. M.ChunS. (2022). Ginsenoside CK inhibits the early stage of adipogenesis via the AMPK, MAPK, and AKT signaling pathways. Antioxidants (Basel) 11 (10), 1890. 10.3390/antiox11101890 36290613PMC9598147

[B41] OwY. P.GreenD. R.HaoZ.MakT. W. (2008). Cytochrome c: Functions beyond respiration. Nat. Rev. Mol. Cell Biol. 9 (7), 532–542. 10.1038/nrm2434 18568041

[B42] ParkJ.KwonJ. H.KimN.SongK. (2018). Effects of 1950 MHz radiofrequency electromagnetic fields on Aβ processing in human neuroblastoma and mouse hippocampal neuronal cells. J. Radiat. Res. 59 (1), 18–26. 10.1093/jrr/rrx045 29040655PMC5778507

[B43] RaghavanN. S.DumitrescuL.MorminoE.MahoneyE. R.LeeA. J.GaoY. (2020). Association between common variants in RBFOX1, an RNA-binding protein, and brain amyloidosis in early and preclinical alzheimer disease. JAMA Neurol. 77 (10), 1288–1298. 10.1001/jamaneurol.2020.1760 32568366PMC7309575

[B44] ReynoldsM. R.SinghI.AzadT. D.HolmesB. B.VergheseP. B.DietrichH. H. (2016). Heparan sulfate proteoglycans mediate Aβ-induced oxidative stress and hypercontractility in cultured vascular smooth muscle cells. Mol. Neurodegener. 11, 9. 10.1186/s13024-016-0073-8 26801396PMC4722750

[B45] RichterF.MeurersB. H.ZhuC.MedvedevaV. P.ChesseletM. F. (2009). Neurons express hemoglobin alpha- and beta-chains in rat and human brains. J. Comp. Neurol. 515 (5), 538–547. 10.1002/cne.22062 19479992PMC3123135

[B46] Sadigh-EteghadS.SabermaroufB.MajdiA.TalebiM.FarhoudiM.MahmoudiJ. (2015). Amyloid-beta: A crucial factor in alzheimer's disease. Med. Princ. Pract. 24 (1), 1–10. 10.1159/000369101 PMC558821625471398

[B47] SakahiraH.EnariM.NagataS. (1998). Cleavage of CAD inhibitor in CAD activation and DNA degradation during apoptosis. Nature 391 (6662), 96–99. 10.1038/34214 9422513

[B48] SharmaS.VermaS.KapoorM.SainiA.NehruB. (2016). Alzheimer's disease like pathology induced six weeks after aggregated amyloid-beta injection in rats: Increased oxidative stress and impaired long-term memory with anxiety-like behavior. Neurol. Res. 38 (9), 838–850. 10.1080/01616412.2016.1209337 27431920

[B49] SmithI.WilliamsonE. M.PutnamS.FarrimondJ.WhalleyB. J. (2014). Effects and mechanisms of ginseng and ginsenosides on cognition. Nutr. Rev. 72 (5), 319–333. 10.1111/nure.12099 24666107

[B50] SöderbergL.JohannessonM.NygrenP.LaudonH.ErikssonF.OsswaldG. (2022). Lecanemab, aducanumab, and gantenerumab - binding profiles to different forms of amyloid-beta might explain efficacy and side effects in clinical trials for alzheimer's disease. Neurotherapeutics. 10.1007/s13311-022-01308-6 PMC1011936236253511

[B51] SonS. M.KangS.ChoiH.Mook-JungI. (2015). Statins induce insulin-degrading enzyme secretion from astrocytes via an autophagy-based unconventional secretory pathway. Mol. Neurodegener. 10, 56. 10.1186/s13024-015-0054-3 26520569PMC4628355

[B52] SongE. S.RodgersD. W.HershL. B. (2018). Insulin-degrading enzyme is not secreted from cultured cells. Sci. Rep. 8 (1), 2335. 10.1038/s41598-018-20597-6 29402917PMC5799172

[B53] SpoelgenR.von ArnimC. A.ThomasA. V.PeltanI. D.KokerM.DengA. (2006). Interaction of the cytosolic domains of sorLA/LR11 with the amyloid precursor protein (APP) and beta-secretase beta-site APP-cleaving enzyme. J. Neurosci. 26 (2), 418–428. 10.1523/jneurosci.3882-05.2006 16407538PMC6674411

[B54] TakahashiK.NiidomeT.AkaikeA.KiharaT.SugimotoH. (2008). Phosphorylation of amyloid precursor protein (APP) at Tyr687 regulates APP processing by alpha- and gamma-secretase. Biochem. Biophys. Res. Commun. 377 (2), 544–549. 10.1016/j.bbrc.2008.10.013 18854169

[B55] TiwariS.AtluriV.KaushikA.YndartA.NairM. (2019). Alzheimer's disease: Pathogenesis, diagnostics, and therapeutics. Int. J. Nanomedicine 14, 5541–5554. 10.2147/ijn.S200490 31410002PMC6650620

[B56] TonniesE.TrushinaE. (2017). Oxidative stress, synaptic dysfunction, and alzheimer's disease. J. Alzheimers Dis. 57 (4), 1105–1121. 10.3233/JAD-161088 28059794PMC5409043

[B57] TyanS. H.ShihA. Y.WalshJ. J.MaruyamaH.SarsozaF.KuL. (2012). Amyloid precursor protein (APP) regulates synaptic structure and function. Mol. Cell Neurosci. 51 (1-2), 43–52. 10.1016/j.mcn.2012.07.009 22884903PMC3538857

[B58] VlasovaII (2018). Peroxidase activity of human hemoproteins: Keeping the fire under control. Molecules 23 (10), 2561. 10.3390/molecules23102561 30297621PMC6222727

[B59] WaghwaniH. K.DouglasT. (2021). Cytochrome C with peroxidase-like activity encapsulated inside the small DPS protein nanocage. J. Mater Chem. B 9 (14), 3168–3179. 10.1039/d1tb00234a 33885621

[B60] WestS.BhugraP. (2015). Emerging drug targets for Aβ and tau in alzheimer's disease: A systematic review. Br. J. Clin. Pharmacol. 80 (2), 221–234. 10.1111/bcp.12621 25753046PMC4541970

[B61] WirthsO.BayerT. A. (2012). Intraneuronal Aβ accumulation and neurodegeneration: Lessons from transgenic models. Life Sci. 91 (23-24), 1148–1152. 10.1016/j.lfs.2012.02.001 22401905

[B62] WuC. W.LiaoP. C.YuL.WangS. T.ChenS. T.WuC. M. (2004). Hemoglobin promotes Abeta oligomer formation and localizes in neurons and amyloid deposits. Neurobiol. Dis. 17 (3), 367–377. 10.1016/j.nbd.2004.08.014 15571973

[B63] YangQ.LinJ.ZhangH.LiuY.KanM.XiuZ. (2019). Ginsenoside compound K regulates amyloid beta via the nrf2/keap1 signaling pathway in mice with scopolamine hydrobromide-induced memory impairments. J. Mol. Neurosci. 67 (1), 62–71. 10.1007/s12031-018-1210-3 30535776

[B64] YangX. D.YangY. Y.OuyangD. S.YangG. P. (2015). A review of biotransformation and pharmacology of ginsenoside compound K. Fitoterapia 100, 208–220. 10.1016/j.fitote.2014.11.019 25449425

[B65] YuY.JansD. C.WinbladB.TjernbergL. O.Schedin-WeissS. (2018). Neuronal Aβ42 is enriched in small vesicles at the presynaptic side of synapses. Life Sci. Alliance 1 (3), e201800028. 10.26508/lsa.201800028 30456353PMC6238618

[B66] ZhaoY.ZhaoB. (2013). Oxidative stress and the pathogenesis of Alzheimer's disease. Oxid. Med. Cell Longev. 2013, 316523. 10.1155/2013/316523 23983897PMC3745981

How the deposited data were processed for this re-analysis (not part of the article)

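Brain RNA of 6 ICR mouse samples, 2 each from the Control, SCOP and CK2 groups, was hybridised to Affymetrix whole-transcript arrays. The methods name Affymetrix scanning and software, the labels name a single biotin label, and the authors deposited log2 values per probe set made with RMA according to the submitters' processing notes, its version not given in the sources used here. RMA corrects background, normalizes between arrays and summarises the probes of a probe set, so differences in total RNA between samples cannot be read from the values. The medians over all probe sets were 4.06 to 4.27 across the arrays, so their distributions were not identical as deposited. The interquartile range over genes was 3.19 on SCOP replicate 2 and 3.57 to 3.70 on the other arrays. The table holds 29129 probe sets, of which 22206 are for transcripts and 5222 are negative controls. No sample column was left out.

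Gene names came from the platform's annotation table. It gives 1 symbol for 19572 probe sets, several for 0 and none for 2634, and all 19572 matched an entry of the mouse RefSeq table of GRCm38.p6 by Entrez identifier with no change of symbol. Several genes of interest, among them the adult hemoglobin subunits, have no probe set under their symbol there and were not analysed here. For 55 genes with more than 1 probe set, the one with the highest mean was used. No filter on dim genes was applied. Signal over background limits the values: 9466 of 19505 genes lay below the 95th percentile of the negative controls on every array.

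The 3 comparisons (CK2 against SCOP, SCOP against Control, CK2 against Control) were fitted together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with neither trend nor robust options), with 3 residual degrees of freedom and 5.08 prior degrees of freedom. Genes changed were those with an adjusted p under 0.05. The methods do not state the screen used before the GO analysis, so a descriptive screen at an unadjusted p under 0.05 and at least 1.5-fold was used, which does not control false positives. The statistics section names Student's t-test at p under 0.05, which was run as the methods' t-test. Gene lists were tested with fry, with camera at the preset and at an estimated correlation, and for overlap with the screen by a one-sided Fisher's exact test. There were 41 lists, and p-values were adjusted over them. No GO database was used here, so lists fixed by hand stand in for the GO terms. An exact permutation test of 2 arrays against 2 cannot go below a p of 0.333. In data simulated for CK2 against SCOP with 200 changed genes among 19505, limma called 0% of genes changed by a log2 of 1, 66% at 1.5, 90.5% at 2 and 99.5% at 3 at an adjusted p under 0.05, and the screen passed 674 unchanged genes at a log2 change of 1. The simulated arrays all had the same spread for a gene, with none apart like SCOP replicate 2, so these rates may not hold for the real arrays.

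Choices made before the data were examined were the comparisons, the gene lists, the screen, the alternatives and the rule for named genes. That rule took, for each comparison, the 10 largest rises and the 10 largest falls among genes past the adjusted threshold whose arrays do not overlap, and filled up from the screen where fewer passed, leaving out predicted genes, RIKEN, Gm and LOC symbols, olfactory and vomeronasal receptors and small RNAs. It added the measured hemoglobin genes, up to 4 members of each list with the smallest p, and the genes of proteins the paper names, some of which are not reported here. Alternatives were another normalization, median centring, filters at the 25th percentile and the median, averaged probe sets, eBayes with trend or robust, a replicate block, only the arrays compared, each array left out in turn, other folds, the methods' t-test and other list members. Cyclic loess normalization, a test of all 22206 probe sets, the split of the SCOP arrays, the arrays left out for lists outside the paper's functions and the results for the immediate early gene list were added after the values were seen.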

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

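All tests of explanations below were chosen after the results were seen, apart from the test on neighbours of the MHC genes, and so was the choice to leave out each array for these lists. The lists below moved the same way with and without SCOP replicate 2 at an adjusted p under 0.05 by camera with the preset correlation, and the genes had an unadjusted p under 0.001, no overlap of arrays and a level that was not dim on every array. In CK2 against Control no SCOP array enters a change, so leaving out SCOP replicate 2 is no check of that comparison. The paper does not discuss these results. By camera with an estimated correlation no list passed on all arrays, where the smallest adjusted p was 0.444, nor did any by the directional fry test after adjustment, where the smallest was 0.0645, and no gene passed the adjusted threshold in limma.

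SCOP replicate 2 lies apart from the other 5 arrays. The slope of the deviations of SCOP replicate 1 on those of SCOP replicate 2 across genes was -0.061, so SCOP replicate 1 did not share the large shift. This argues against a SCOP effect of that size on both SCOP arrays. The deviations were taken from Control and CK2 arrays, and CK2 mice also received SCOP. The slope therefore cannot decide on a smaller effect shared by both SCOP arrays. A higher background that grows with GC content stays open, since the background controls with 16 or more G or C bases were 0.991 higher than the mean of the other arrays, whose SD was 0.081. Another makeup of the dissected tissue stays open too, since the excitatory neuron list deviated by -0.84 on this array, at percentile 0 of 10000 random lists matched on expression. A response of this sample alone was not tested.

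The immediate early genes had a mean log2 change of 0.42 in CK2 against SCOP and of -0.45 in SCOP against Control, which share the SCOP arrays. Without SCOP replicate 2, when SCOP replicate 1 is the lone SCOP array and is assumed to vary like the other groups, the means were 0.21 and -0.24, with 0.0552 as the larger p of the directional fry test, so an effect of that array alone cannot be told apart from a difference of the groups with so few arrays. A lower share of excitatory neurons in SCOP cannot be told apart either, since that list's mean change in SCOP against Control was -0.36 on all arrays and without SCOP replicate 2 was 0.093 with a spread that includes 0 (fry p of 0.462). Treatment, the avoidance test and other handling before sacrifice stay open as untested.

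The MHC list was higher than in Control by 0.25 in SCOP (fry adjusted p of 0.0645 over 41 lists, and camera adjusted p of 0.542 with an estimated correlation). It was higher by 0.22 there without SCOP replicate 2. In CK2 it was higher by 0.23 (fry adjusted p of 0.176, and camera adjusted p of 0.00202 with the preset and 0.444 with an estimated correlation). It was higher by 0.24 there without Control replicate 1. The interferon response list, which shares no gene with the MHC list, was higher by 0.20 in CK2. The MHC list averaged 4.195 to 4.489 across the arrays and the interferon list 3.718 to 3.963. Both ranges lie below the level treated as dim, where background limits the values. Of the 29 measured MHC members, 3 in SCOP and 2 in CK2 passed when adjusted over the list alone, and H2-T23, a nonclassical class I gene, had a log2 change of 1.72 in CK2 against Control. Both changes use the same 2 Control arrays, so some agreement between them arises without any effect (over all genes 61.4% of the changes had the same sign, and simulated groups without effects gave 66.6%), and chance low levels in these arrays stay open. The simulated arrays all had the same spread for a gene, unlike SCOP replicate 2, so 66.6% is only a rough guide. An interferon response may account for the higher MHC values: the larger p of the directional fry test of the interferon list over SCOP and CK2 against Control was 0.0269, with the same Control arrays in both, and in SCOP it was 0.0729 without SCOP replicate 2. Another MHC haplotype among these outbred mice may do so too, since 4 of 120 genes that lie among the MHC genes in RefSeq order were in the screen of CK2 against Control, where 1 was expected (one-sided Fisher's exact test, p = 0.0179); they were Ier3, Lst1, Ly6g6f and Rnf39, of which Ier3 is also on the immediate early gene list.

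In SCOP against Control the glucocorticoid responsive list had a mean log2 change of -0.27, the oligodendrocyte list of -0.30 and the list of meningeal and perivascular fibroblasts of -0.18. With the preset correlation camera gave the glucocorticoid responsive list an adjusted p of 0.0794 without SCOP replicate 1, and the fibroblast list 0.368 without SCOP replicate 1 and 0.331 without Control replicate 2. Other cell type lists had changes of the same direction there, the oligodendrocyte precursors of -0.29, the pericytes and smooth muscle cells of -0.26 and the synaptic genes of -0.27, which were -0.15, -0.036 and 0.056 without SCOP replicate 2. The midbrain and hindbrain list had 0.17 in CK2 against Control, and 0.094 without CK2 replicate 2 and 0.10 without Control replicate 2 (camera adjusted p of 0.389 and 0.191 with the preset correlation). Fabp7 had a log2 change of -1.29 in CK2 against SCOP and of -1.20 in CK2 against Control. Mthfd1 had 1.16 in CK2 against SCOP, with a SCOP mean below the level treated as dim.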

How the results depend on the processing

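The results for the immediate early genes, cyclic loess normalization, the test of all probe sets and the split of the SCOP arrays were added after the data were seen. The count of genes at an adjusted p under 0.05 in limma was 0 in the 3 comparisons under each alternative that keeps this threshold, apart from the fit without SCOP replicate 1; at an unadjusted p under 0.05 limma gave 502, 646 and 280 genes in CK2 against SCOP, SCOP against Control and CK2 against Control. Leaving out arrays gave 0 to 3240, 0 to 3137 and 0 to 0 genes, the high ends without SCOP replicate 1, when SCOP replicate 2 is the lone SCOP array and is assumed to vary like the other groups. The methods' t-test gave 584, 552 and 975 genes at an unadjusted p under 0.05 and 0 after adjustment. The replicate numbers are shared between groups, but nothing says that they pair the samples, and deviations of same-numbered arrays correlated across genes at 0.024, -0.005 and -0.028. With the replicate block the counts were 0, and the screen held 443, 494 and 180 genes. Signal over background limits the values, since 9466 of 19505 genes were dim on every array.

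The screen held 366, 442 and 162 genes in the 3 comparisons. It held 26, 32 and 8 at 2-fold, 58, 79 and 58 with the methods' t-test, 233, 288 and 106 with the filter at the 25th percentile and 92, 102 and 20 with the filter at the median. It held 280 at 1.2-fold in CK2 against Control, and with only the 4 arrays compared 232 in CK2 against SCOP and 293 in SCOP against Control. Leaving out arrays gave 149 to 4906, 252 to 4920 and 101 to 385; the lowest came without CK2 replicate 2, Control replicate 2 and CK2 replicate 2, and the highest without SCOP replicate 1 in the first 2 comparisons and without Control replicate 1 in the last. The share of screened genes that were higher was 43.4%, 67.4% and 63.6%. It was 52.4%, 32.5% and 36.5% with medians centred, 55.5%, 53.0% and 54.2% with quantile normalization and 56.9%, 46.3% and 47.8% with cyclic loess, so the direction of the screen depends on the scaling. At 2-fold it was 65.4%, 34.4% and 62.5%, and with the filter at the median 63.0%, 42.2% and 70.0%.

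The hemoglobin list mean in CK2 against SCOP was -0.02, and 0.057 with quantile normalization, 0.0088 with medians centred, 0.11 with the filter at the 25th percentile and 0.055 with cyclic loess. In SCOP against Control it was 0.087, and -0.0015 with medians centred, -0.042 with that filter and -0.013 with cyclic loess. The filter at the median left no hemoglobin gene. The peroxidase mean in SCOP against Control was 0.044, and -0.044 with medians centred. The oxidoreductase means were 0.05 and -0.034, and -0.032 and 0.049 with the broad families. The number of oxidoreductase genes in the screen of CK2 against SCOP was 5, and 6 with medians centred (one-sided Fisher's exact test, p = 0.00586), 4 with quantile normalization (one-sided Fisher's exact test, p = 0.0684), 7 with the broad families (one-sided Fisher's exact test, p = 0.431) and 0 at 2-fold, with the methods' t-test and with the filter at the median. Leaving out arrays gave 2 without CK2 replicate 2 (one-sided Fisher's exact test, p = 0.138) to 23 without SCOP replicate 1 (one-sided Fisher's exact test, p = 0.382). The immediate early gene mean had an unadjusted fry p of 0.057 in CK2 against SCOP and 0.0531 in SCOP against Control. In CK2 against SCOP it was 0.39 with quantile normalization (fry p of 0.0415) and 0.37 with cyclic loess (fry p of 0.0484). Its value in SCOP against Control was -0.43 with quantile normalization (fry p of 0.0328), -0.45 with the filter at the 25th percentile (fry p of 0.0495) and -0.43 with cyclic loess (fry p of 0.036). The fry p in these 2 comparisons was 0.128 and 0.116 with the replicate block, 0.11 and 0.0739 with medians centred, and 0.125 and 0.123 with only the 4 arrays compared.

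Leaving out arrays gave hemoglobin means of -0.15 to 0.11 in CK2 against SCOP and -0.044 to 0.22 in SCOP against Control. It gave peroxidase means of -0.12 to -0.012 and -0.0086 to 0.097 and oxidoreductase means of 0.0046 to 0.096 and -0.080 to 0.012 in these 2 comparisons. Immediate early gene means were 0.21 to 0.63 (fry p of 0.0063 to 0.221) and -0.66 to -0.24 (fry p of 0.00541 to 0.19), the smallest p without SCOP replicate 1. The correlation of the changes of SCOP against Control and CK2 against SCOP was -0.925 to -0.618, and with a separate SCOP array in each change it was 0.152 and 0.135. In CK2 against SCOP the ranges were -0.028 to 0.25 for Hba-x, -0.46 to 0.031 for Hbq1b, -0.28 to 0.48 for Hbb-y, -0.37 to 0.38 for Hbb-bh2, -0.0076 to 0.85 for App, -0.24 to 0.74 for Ide, -0.015 to 0.47 for Dlg4, -0.14 to 0.15 for Nfe2l2, -0.0012 to 0.34 for Hmox1 and -0.69 to 0.41 for Lmnb1. In SCOP against Control they were -0.77 to 0.093 for App and -1.04 to 0.0042 for Bace1. The cause of these shifts between settings was not tested for any of the lists and genes. Across the settings, 256 values of lists and counts kept their direction and side of the threshold or stayed within 1.5 times the count, 34 moved further, 9 newly passed the threshold and 17 changed sign. Of the values for single genes, 788 kept both, 32 no longer passed, 14 newly passed and 15 changed sign.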

Differences from the paper's values

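The paper's text gives no value for the arrays that was also computed here. Among the functions enriched in its differential genes it names oxygen binding, peroxidase activity and hemoglobin binding (Figures 6A,B), and its text does not name the comparison, the genes or the screen. Here 0 of 6 measured hemoglobin genes and 0 of 26 measured peroxidase genes were in the screen of any of the 3 comparisons. The adult hemoglobin subunits, which the hemoglobin and peroxidase lists both name, were not analysed here. The enrichment of hemoglobin binding itself and of oxygen binding could therefore not be tested. Peroxidase activity was tested only on the 26 measured of 37 listed genes, without these subunits. Whether they are among the probe sets without a gene name, some of which were bright and lower in CK2, is not known here. In CK2 against SCOP 10 peroxidase genes were in the screen without SCOP replicate 1 (one-sided Fisher's exact test, p = 0.0938), and 0 without each other array.

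For oxidoreductase activity, which the paper also names, 5 of 85 genes were in the screen of CK2 against SCOP (one-sided Fisher's exact test, p = 0.0219), above the methods' threshold of 0.01. With array medians centred, an alternative set before the data were examined, it was 6 genes (one-sided Fisher's exact test, p = 0.00586), below that threshold. Under the other alternatives set before the data were examined the p of the one-sided Fisher's exact test was above 0.01.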

Other observations

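The choice of the erythroid genes, of the probe sets without a gene name and of the correlations without SCOP replicate 2 and with separate SCOP arrays followed from their values. Of 30 measured erythroid genes other than hemoglobin, 2 were in the screen of CK2 against SCOP (one-sided Fisher's exact test, p = 0.108). Both were lower in CK2, Alas2 with a log2 change of -1.24 and Car1, a carbonic anhydrase of red cells, with -0.76. Without SCOP replicate 2, 5 were in the screen, each lower in CK2 (one-sided Fisher's exact test, p = 9.07e-05, adjusted p = 0.00302 over 41 lists), and limma adjusted over the list alone called none. SCOP replicate 1 is then the lone SCOP array and is assumed to vary like the other groups. Fech, which catalyses the last step of heme synthesis, had -0.61 and Ube2l6 had -1.09 without that array. The list's mean was -0.098 on all arrays and -0.13 without SCOP replicate 2, and camera with an estimated correlation gave an adjusted p = 0.751 and an adjusted p = 0.886.

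In both SCOP and CK2, Ninj2 had lower values than in Control, with log2 changes of -0.91 and -0.82, and Zfp976, a zinc finger gene that was dim on every array, had higher values, with 1.04 and 0.98. Both comparisons use the same 2 Control arrays, so their agreement is no independent check (over all genes the 2 changes correlated at 0.386, where simulated groups without effects gave 0.5, and the covariance was 0.0243 against a simulated 0.0336). The simulated arrays all had the same spread for a gene, unlike SCOP replicate 2, so the simulated values are only a rough guide. Neither Ninj2 nor Zfp976 passed the adjusted threshold in limma.

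The paper reports APP, BACE1, IDE, synaptophysin, PSD95, Nrf2, Keap1 and Cyt C as proteins, in other experiments. None of their genes passed an adjusted p under 0.05 in CK2 against SCOP in limma. App had a log2 change of 0.42 (standard error 0.29), Bace1 of 0.60 (standard error 0.35), Ide of 0.25 (standard error 0.32), Syp of 0.43 (standard error 0.26) and Dlg4, which encodes PSD95, of 0.23 (standard error 0.23). These were -0.0076, 0.076, -0.24, 0.057 and -0.015 without SCOP replicate 2, and 0.85, 1.12, 0.74, 0.79 and 0.47 without SCOP replicate 1. Nfe2l2, which encodes Nrf2, had 0.0062, Keap1 0.25, Hmox1 0.17 and Cycs, which encodes Cyt C, -0.31, and these were 0.085, 0.060, 0.020 and -0.16 without SCOP replicate 2 and -0.073, 0.45, 0.32 and -0.45 without SCOP replicate 1. Without CK2 replicate 1 Nfe2l2 had -0.14, Keap1 0.45 and Hmox1 -0.0012, and without CK2 replicate 2 they had 0.15, 0.057 and 0.34, while Cycs had -0.19.

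Some probe sets without a gene name in the annotation table were bright and had lower values in CK2. TC0700003909.mm.2 read 11.44 and 10.87 in Control, 11.43 and 11.39 in SCOP and 9.33 and 10.02 in CK2, a log2 change of -1.73 in CK2 against SCOP (standard error 0.29, adjusted p of 0.893 in limma over all transcript probe sets). TC1100000339.mm.2 had -1.03 (standard error 0.28, adjusted p of 0.893 in limma). TC0700003908.mm.2 and TC1100000336.mm.2, which read close to these on every array, had -1.61 and -1.02. Their genes are not known here. It is therefore not known whether they include the adult hemoglobin subunits, which the counts of hemoglobin genes leave out. Each of these probe sets had an unadjusted p under 0.05 in limma and changed by at least 1.5-fold. The screen covered only genes with a name.

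The changes of SCOP against Control and of CK2 against SCOP correlated across genes, which are not independent replicates, at -0.754, where simulated groups without effects that share the SCOP arrays gave -0.499. The covariance was -0.0667 against a simulated -0.0335. The simulation gave every array the same spread for a gene, while SCOP replicate 2 stood apart. The gap between these values and the simulated ones therefore cannot be read as an effect. Without SCOP replicate 2 the correlation was -0.618 against a simulated -0.667, and the covariance was -0.035 against -0.0314. With a separate SCOP array in each change, so that they share none, the correlation was 0.152 with SCOP replicate 1 in SCOP against Control and 0.135 with SCOP replicate 2 there (covariances of 0.0203 and 0.0167), so the negative correlation was not seen without a shared array.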
